# Integrative Analysis of the Developing Postnatal Mouse Heart Transcriptome

**DOI:** 10.1371/journal.pone.0133288

**Published:** 2015-07-22

**Authors:** Jingyi Gan, Hans-Joachim Sonntag, Mei kuen Tang, Dongqing Cai, Kenneth Ka Ho Lee

## Abstract

In mammals, cardiomyocytes rapidly proliferate in the fetus and continue to do so for a few more days after birth. These cardiomyocytes then enter into growth arrest but the detailed molecular mechanisms involved have not been fully elucidated. We have addressed this issue by comparing the transcriptomes of 2-day-old (containing dividing cardiomyocytes) with 13-day-old (containing growth arrested cardiomyocytes) postnatal mouse hearts. We performed comparative microarray analysis on the heart tissues and then conducted Functional annotation, Gene ontology, KEGG pathway and Gene Set enrichment analyses on the differentially expressed genes. The bioinformatics analysis revealed that gene ontology categories associated with the “cell cycle”, “DNA replication”, “chromosome segregation” and “microtubule cytoskeleton” were down-regulated. Inversely, “immune response”, “extracellular matrix”, “cell differentiation” and “cell membrane” were up-regulated. Ingenuity Pathways Analysis (IPA) has revealed that GATA4, MYH7 and IGF1R were the key drivers of the gene interaction networks. In addition, Regulator Effects network analysis suggested that TASP1, TOB1, C1orf61, AIF1, ROCK1, TFF2 and miR503-5p may be acting on the cardiomyocytes in 13-day-old mouse hearts to inhibit cardiomyocyte proliferation and G1/S phase transition. RT-qPCR was used to validate genes which were differentially expressed and genes that play a prominent role in the pathways and interaction networks that we identified. In sum, our integrative analysis has provided more insights into the transcriptional regulation of cardiomyocyte exit from the cell cycle during postnatal heart development. The results also pinpoint potential regulators that could be used to induce growth arrested cardiomyocytes to proliferate in the infarcted heart.

## Introduction

Heart disease is currently one of the leading causes of human morbidity and mortality in developed countries [1]. Coronary heart disease is the most common condition, characterized by atherosclerotic stenosis of the coronary arteries and reduced blood supply to the cardiac muscles. Acute thrombus in one of these coronary arteries could induce myocardial infarction, which is a serious life threatening condition. Myocardial infarction often results in the death of approximately 1 billion cardiomyocytes on the left ventricle within a matter of hours. The damage to cardiac function can be progressive and often leads to congestive heart failure. The inability of adult cardiomyocytes to undergo self-renewal, differentiation and repair is the main reason why myocardial infarction is still untreatable in regenerative medicine.

It has been proposed that cardiomyocytes may be capable of a limited degree of self-renewal in order to repair the daily micro-damages that occur in the adult heart [2–5]**.** This implies that it may be possible to reinitiate cardiomocyte proliferation in the adult heart if we understand the molecular mechanism involved in its growth arrest. In this context, the activation of the intrinsic repair mechanisms of cardiomyocytes has been proposed as a potential means of repairing the heart [6]. Studying the proliferation and growth arrest of cardiomyocytes in the heart during the postnatal period may allow us to understand more about this intrinsic repair mechanisms [7]. We have previously reported that mouse cardiomyocytes proliferate robustly in the 2 day-old neonate heart and that this process was not discernable at day 13 [8, 9]. This finding pinpoints the critical period that will allow us to elucidate the mechanisms and pathways involved in maintaining cardiomyocyte proliferation and their entry into growth arrest. Elucidating the molecular changes involved in inducing cardiomyocyte growth arrest will allow the identification of signaling factors that can trigger cardiomyocyte to reenter into cell proliferation and replace damaged cardiomyocytes in myocardial infarction.

The present study aim at determining the differences in global gene expression between proliferating cardiomyocytes in the 2-day-old mouse heart and growth arrested cardiomyocytes in 13-day-old heart. Furthermore, functional annotation, gene ontology enrichment, pathway enrichment and interaction network analyses were conducted on the differentially expressed genes (DEGs) identified to gain a comprehensive insight into the signaling pathways involved in regulating postnatal heart development (as shown in Fig 1).

**Fig 1:**
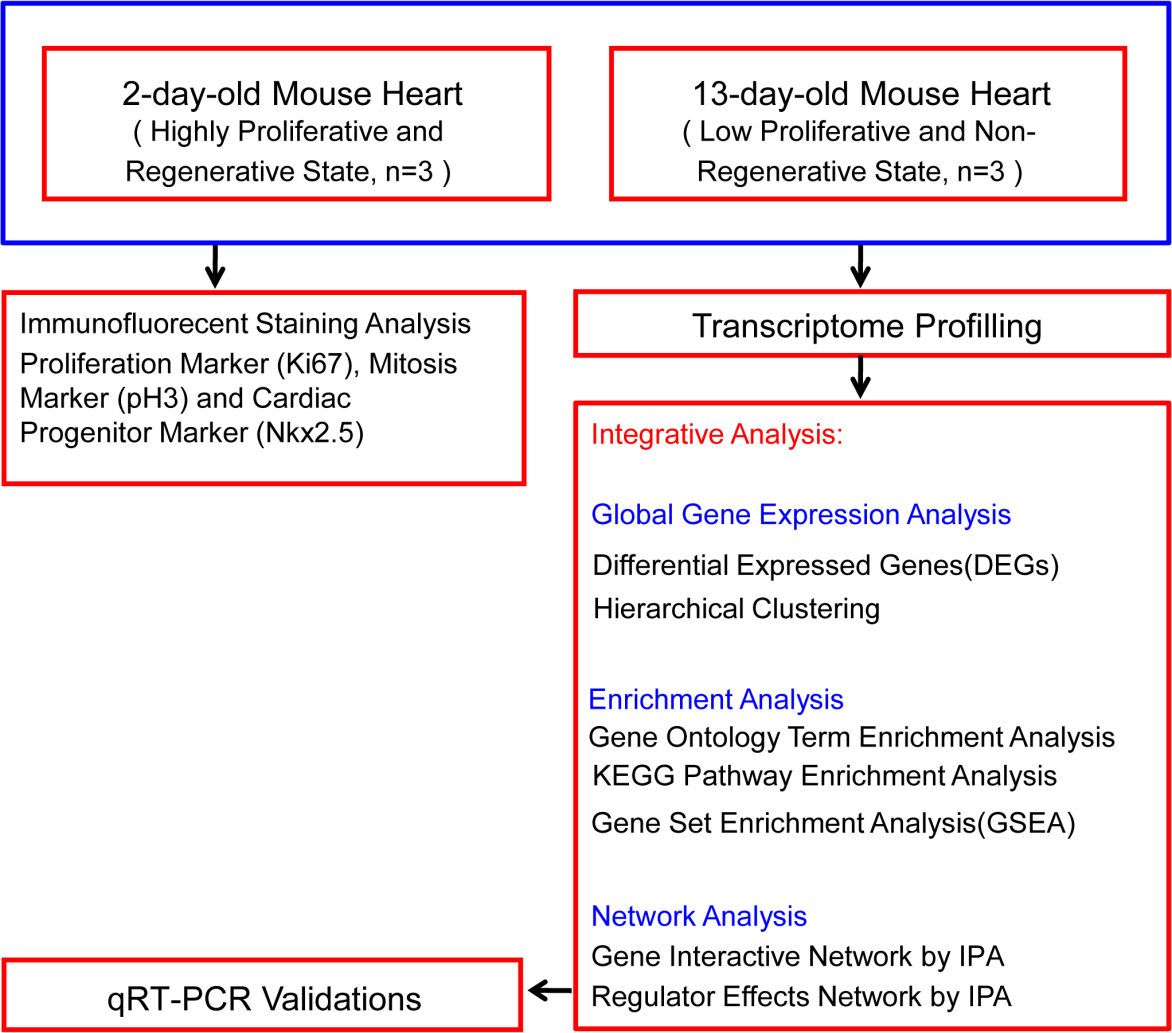
Chart summarizing experiments and analyses conducted in this study.

## Materials and Methods

### Animals and tissue preparation

Two- and 13-day-old mouse neonates were obtained from the Laboratory Animal Services Centre, Chinese University of Hong Kong. The neonates were maintained in individually ventilated cages under controlled room temperature (25°C), at constant humidity of 55% and a 12 h dark/light cycle. The neonates were sacrificed by injections of 200 mg/kg ketamine and 10 mg/kg xylazine, followed by cervical dislocation. The hearts from these 2- and 13-day-old neonates were harvested for total RNA isolation immediately after dissection and several washes in DEPC-PBS. All experiments involving the use of animals were approved by the Department of Health (Ref No.:13–2 in DH/HA&P/8/2/1 Pt.28) and Chinese University of Hong Kong Animal Care and User Committee.

### Immunofiuorescent Staining and Microscopy

Two- and 13-day-old mouse hearts were freshly harvested, fixed in 4% paraformaldehyde and dehydrated in 30% sucrose solution overnight [10]. The hearts were then embedded in OCT and sectioned at 5μm on a Cryotome (Thermo Scientific, USA). The sections were mounted onto glass slides and then washed twice in PBS for 10 min. For immunofiuorescent staining, the sections were first permeabilized in 0.3% Triton X-100 and 0.1% SDS in PBS solution for 30 min, followed by blocking in 2% BSA plus 5% donkey serum for 1 h. The sections were then stained overnight at 4°C with the following primary antibodies diluted in blocking solution (1:200): Mouse anti-Cardiac Troponin T antibody (cTnT, Abcam), Rabbit Ki-67 antibody (Abcam), Rabbit pH3 antibody (Santa Cruz) and Rabbit Nkx2.5 antibody (Abcam). The tissues were washed three times with PBST (PBS buffer with 0.05% Tween 20) for 15 min to remove all unbound primary antibodies. Then the appropriate secondary antibody (1:300 dilution) conjugated to Alexa Fluor-488, -555 or -647 (Life Technologies) was added to the tissues for 1 hr at room temperature, in the dark with gentle shaking. The unbound secondary antibody was removed by washing with PBST, three times for 10 min and PBS for 5 min. The cell nuclei were counter-stained with 4, 6-diamidino-2-phenylindole (DAPI, Molecular Probes) in 70% (v/v) glycerol and mounted with glass cover slips. The immunofiuorescent staining were captured under a confocal microscope (FV1000; Olympus, Japan) with fixed exposure settings for all of the samples [11].

### Comparative microarray analysis

Total RNA was isolated from 2- and 13-day-old hearts using an RNeasy Fibrous Tissue Mini Kit (Qiagen, USA), according to the manufacturer’s instructions. The RNA concentration and quality were assessed using a Nanodrop ND-1000 Spectrophotometer with absorbance set at 260 nm and ratio of 260/280 (Nanodrop Technologies, Wilmington, DE). The RNA integrity was further checked on a 1% agarose gel. 10 μg of the total RNA was reverse transcribed into cDNA using a SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen, USA). The resulting cDNA samples were labelled with Cy3 random nanomers using the NimbleGen One-Color DNA labelling kit (Roche NimbleGen, Madison, WI, USA) according to manufacturer’s instruction. The transcriptome profiles of the 2- and 13-day-old hearts were analyzed by direct comparison of the transcriptional level between these two groups on the same 12×135K microarray (Roche NimbleGen). Hybridization was performed on the microarray at 42°C for 16 h and the microarray cassette was washed using a NimbleGen wash buffer kit. Then, the microarray was scanned using a NimbleGen MS 200 Microarray Scanner, which produced 532 nm TIFF images. The scanned images were imported into the DEVA software (Roche) to quantify the signal intensities of corresponding probes in the microarray [11, 12]. The microarray data has been deposited in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) number GSE67575.

### Bioinformatics analysis of differentially expressed genes

The raw data generated from the NimbleGen microarrays were transformed using the robust multi-array average method. This widely used algorithm results in a background-adjusted and log-transformed expression value that has been normalized across samples using quantile normalization and summarized from probe to transcript level using the median polish algorithm [13]. Genes that are differentially expressed in 2- and 13-day-old mouse hearts were identified via one-way ANOVA using the Partek Genomics Suite (Partek, Inc., St. Louis, MO). To adjust for multiple comparisons, we used the Benjamini-Hochberg step-up procedure to calculate the false discovery rate (FDR). Our thresholds for identifying positive differential gene expression were taken as FDR < 0.05 and fold change ≥ 1.5. Hierarchical clustering analysis was performed on the DEGs using Partek default settings.

### Gene Ontology & KEGG pathway enrichment analysis

A list of differentially expressed genes in 2- versus 13-day-old hearts was imported into the Database for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resource (http://david.abcc.ncifcrf.gov/). The aim was to detect significantly over-represented biological processes affected by changes in the transcriptomes. The David Functional Annotation Tool [14] provides extended annotation coverage drawn from over 40 databases, including GO terms, disease associations, pathways, gene functional summaries, gene tissue expression, and literatures. Functional enrichment was assessed using the following four annotation databases including biological process (BP), molecular function (MF), cellular component (CC) and KEGG pathway by selecting ‘GOTERM_BP_ALL’, ‘GOTERM_MF_ALL’, ‘GOTERM_CC_ALL’ and ‘KEGG_PATHWAY’.

### Gene Set Enrichment Analysis (GSEA)

To validate the findings from DAVID and confirm that they are robust to our choice of significance threshold, we have performed GSEA for the enrichment of KEGG pathways. This method considers the full list of genes, ranked by their correlation with phenotype, and calculates an enrichment score to determine whether members of a particular pathway are randomly distributed or non-randomly enriched at either ends of the ranked list. We chose the t-test as metric for ranking genes and 1,000 gene set permutations were used to generate a null distribution for the enrichment score, which was used to yield a normalized enrichment score (NES) for each pathway. Gene sets were only considered significantly enriched if p < 0.05 and FDR < 0.25 [15].

### Interaction network analysis by IPA

We examined the molecular interactions that were not captured by previously characterized and well curated pathways. Hence, the differentially expressed genes were further analyzed using the Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems, Redwood City, CA; http://www.ingenuity.com). This all-in-one web-based software which makes use of the Ingenuity Pathways Knowledge Base (IPKB) to generate interaction networks of focus genes based on manually curated information reported in the literatures. The underlying algorithm maximizes connectivity, leading to networks that are likely to represent significant biological function. Briefly, we uploaded a file containing gene identifiers (ID), their corresponding fold change and p-values. We also specified mouse as the species and heart as the tissue. Focus genes were selected by a 1.5 fold cutoff change. Enrichment of the focus genes in the networks (which always consist of 35 genes) were assessed via Fisher’s exact test and used to rank the networks. Furthermore, the software identifies top functions and diseases associated with each network via enrichment scores, highlighting the biological significance of the results.

### Regulator effects analysis using Ingenuity Knowledge Base

To gain insight into the causes and effects of DEGs in the dataset, we performed regulator effects analysis using the Ingenuity Knowledge Base**.** The analysis produces causal hypotheses that predicted and explain how activation or inhibition of upstream regulators might cause an increase or decrease in phenotypic and functional outcomes downstream. A top scoring interactive network was established from the Regulator Effects analysis of DEGs using the Ingenuity Knowledge Base. In the network analysis, only genes, RNAs, proteins, microRNAs and growth factors were selected as upstream regulators. We also required that the regulators and downstream effects were fed into the algorithm with an absolute z-score of >2 and a p-value <0.05.

### Quantitative Real-time Polymerase Chain Reaction (RT-qPCR) assay

Total RNA was extracted from heart tissues using a NucleoSpin Total RNA Isolation Kit (Clontech Laboratories, USA) according to the manufacturer’s instructions. After DNase I (Takara, Japan) digestion for 15 min, the RNA concentration was determined using a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, USA). 1 μg of total RNA was reverse-transcribed into cDNA with oligo (dT_18_) primer using a RevertAid First Strand cDNA Synthesis Kit (Thermo Scientific, USA) according to manufacturer’s instructions. The reaction mixture (20 μL) was incubated for 60 min at 42°C, for 5 min at 70°C and then stored at -20°C. SYBR Green Master Mix Kit was used in the RT-qPCR to quantify the expression of key genes extrapolated from the microarray analyses. PCRs were performed in triplicate using an ABI 7900HT Real-Time PCR Detection Systems (Applied Biosystems, USA) and 2×SYBR Premix Ex Taq (Takara, Japan) at 95°C for 30s and 40 cycles at 95°C for 5s and 60°C for 30s. After RT-qPCR amplification, a dissociation (melting curve) analysis was performed to identify the characteristic peaks associated with primer-dimers in order to separate them from the single prominent peak which represents the successful PCR amplification of mRNA. Relative expression level of a given mRNA transcript was determined by delta-delta (△△) Ct calculation with GAPDH as the reference housekeeping gene. Expression levels of mRNA were presented as fold changes $\left(2^{{-}^{△△}\text{Ct}}\right)$ and represented as mean ± standard deviation, obtained from three different samples. A t-test was performed to compare the expression in 2- and 13-day-old hearts, with p < 0.05 as being significance different. The primer sequences for validating 5 of the top 10 down-regulated genes (BMP10, Hand1, Hif3a, Myo3b and IGF2bp1), 5 of the top 10 up-regulated genes (Hmcn2, Mapt, Art1, Itgb6 and Rxrg), 6 genes from the most significantly enriched pathway (c-Myc, CycA, CycD, CycE, CDK1 and GADD45) and 6 genes from the top IPA network (GATA4, MYH7, IGF1R, IGF1, MEF2D and TNNI) are all listed in **S1 Table.**

### Statistical Analysis

All data presented were obtained in triplicates. The results were calculated and analyzed using GraphPad Prism computer software and presented as mean ± standard deviation (SD). Comparison of differences between data sets was determined by Student’s t-test and analysis of variance (ANOVA).

## Results

### Cardiomyocyte proliferation and differentiation in postnatal mouse hearts

To establish the extent of cardiomyocyte proliferation in 2- and 13-day-old hearts, we stained these sections of organs with antibodies for Ki-67 (a cell proliferation marker) and phosphorylated Histone H3 (pH3, a mitosis marker). We quantitatively determined that 38.5 ± 1.6% of cardiomyocytes was Ki-67^+^ in 2-day-old hearts, while only 4.6 ± 1.9% were Ki-67^+^ in 13-day-old hearts (**Fig 2A and 2C**). Similarly, we determined that there was significantly fewer pH3^+^ cardiomyocytes in 13-day than 2- day-old hearts (2.1 ± 0.9% vs 10.4 ± 3.7%, respectively **Fig 2B and 2D**). The results show that there was a significant reduction in cardiomyocyte proliferation and mitosis in the 13-day-old heart. To determine the extent of cardiomyocyte differentiation, we immunofluorescently stained the hearts with Nkx2.5 antibodies. Nkx2.5 is a transcription factor that is normally expressed in cardiac progenitor cells. We determined that 64.5 ± 2.3% of cardiomyocytes was Nkx2.5^+^ in 2-day-old hearts verses 9.8 ± 6.1% in 13 day (**Fig 2E and 2F)**. RT-qPCR analysis also revealed that expression of other cardiac progenitor cell markers, including Gata4, c-kit and islet1, were correspondingly down-regulated at day 13 (**Fig 2G**). These results imply that cardiomyocytes in the heart starts to undergo growth arrest and differentiation during the postnatal period.

**Fig 2:**
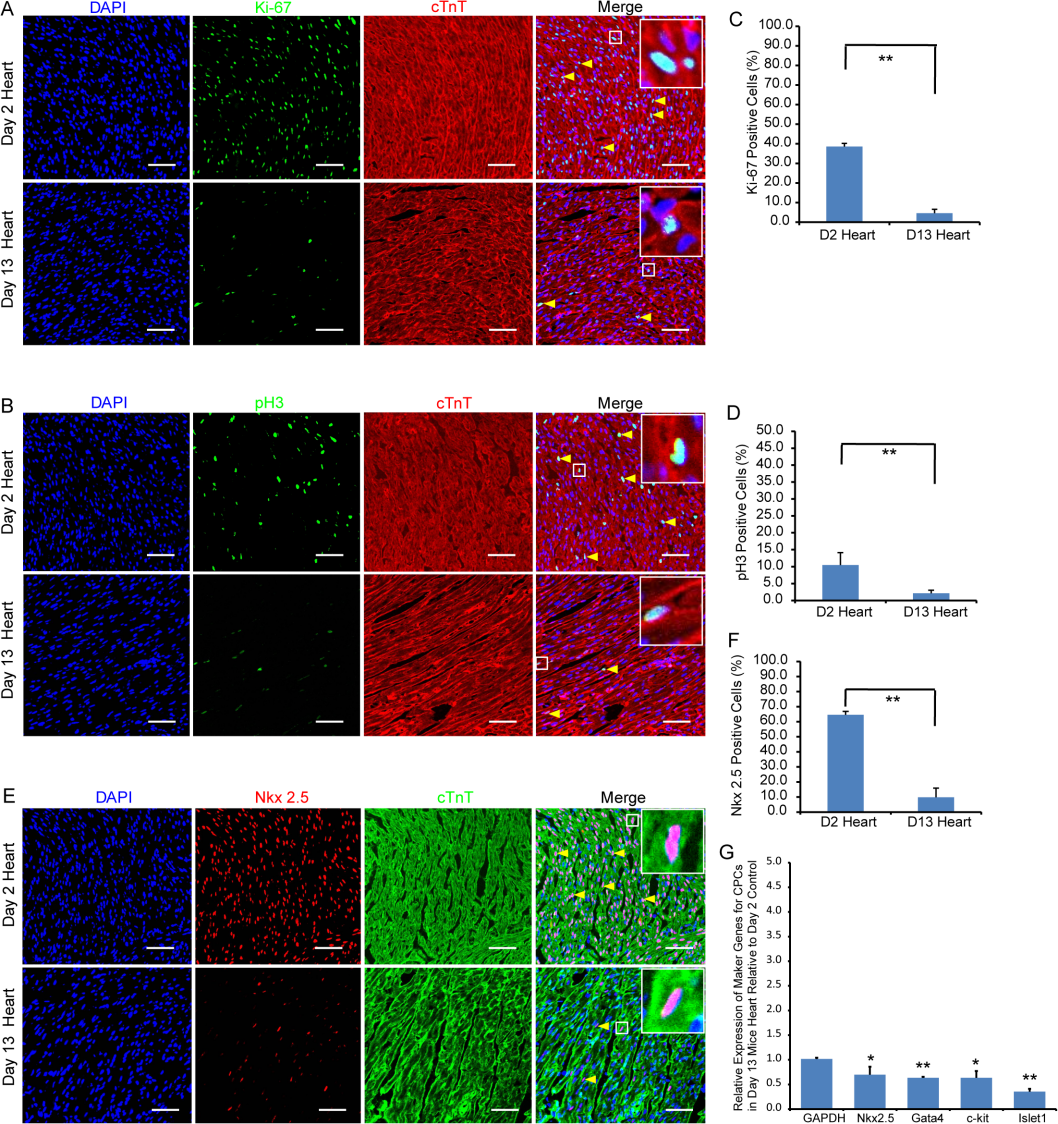
Extent of cardiomyocyte proliferation and differentiation in 2- and 13-day-old mouse hearts. Immunofluorescent staining showing the presence of proliferating Ki-67^+^ (A) and mitotic pH3^+^ (B) cTnT^+^ cardiomyocytes (yellow arrow heads) at day 2 and day 13. (E) showing the presence of Nkx2.5^+^ cardiac progenitor cells at day 2 and day 13. Bar charts showing the percentage of cardiomyocytes that are Ki-67^+^ (C), pH3^+^ (D) or Nkx2.5^+^ (F) in 2- and 13-day-old hearts. The data is presented as means ± SD; Scale bar: 50μm, Significantly different: **P<0.01. (G) RT-qPCR assay confirms the immunofluorescent staining that Ki-67^+^ and pH3 expressions are down-regulated in 13-day-old heart. Relative expression values are presented as means ± SD. Significantly different: *P<0.05, **P<0.01.

### Microarray analysis of 2- and 13-day-old hearts

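The array experiment compared hearts of 2-day-old and 13-day-old ICR mice, an outbred strain, with 3 arrays per age and 6 arrays in all. Total RNA was copied into double-stranded cDNA, labelled with the dye Cy3 and hybridised to a NimbleGen one-colour expression array. The array holds 44170 transcripts, of which 44155 have 3 probes each. The deposited files give 1 intensity per transcript and array, which the authors made with the robust multi-array average (RMA) method. That method adjusts for background, applies quantile normalization across arrays and combines the probes of a transcript by median polish. The deposited intensities are on the linear scale, so their log2 was taken before any test. After this step the median of an array lay between 8.01 and 8.07, and a feature of random-sequence probes, which reads unspecific signal, lay between 2.82 and 3.44.

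Each transcript was compared between the ages with limma, two-sided, with the Benjamini-Hochberg adjustment over all 44170 transcripts. Below, a transcript is said to rise, fall or differ when its adjusted p is under 0.05 and its fold change is at least 1.5, the thresholds that the authors state. A positive log2 fold change means a higher value in 13-day-old hearts. Gene names were taken from gene identifiers for 39057 transcripts and from the annotation in the files for 2829, while 2284 carry no gene name. Where a gene has several transcripts, the one with the highest mean value stands for the gene, which gives 24171 genes, and positions refer to build mm9. Lists of genes for pathways and cell types were tested with camera, which asks whether a list's members shifted relative to all other genes. Lists and settings, apart from 1 alternative, were fixed before the data were examined. Some tests of explanations, and a limit for dim markers, were chosen later, as said where they are given. The number of arrays limits the precision. Neither the paper's text nor the sample labels say whether each RNA sample came from 1 animal, so the p-values measure only the spread between these 6 samples.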

We used NimbleGen microarray chips to generate the transcriptome profiles of 2- and 13-day-old mouse hearts. Using a significance threshold of FDR < 0.05 and fold change ≥1.5, we determined there were 3,273 transcripts that were differentially expressed between the 2- and 13-day-old hearts (**S2 Table**). Out of these 3,273 differentially expressed transcripts, 1,768 of them were determined to be up-regulated while 1,505 were down-regulated. 

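Of the genes that passed the test, the largest rise was that of Mapt, the gene of the microtubule-associated protein tau, which went from 8.44 ± 0.21 to 13.33 ± 0.16 on the log2 scale (SD, n = 3 arrays per age). Mapt lies on chromosome 11 from 104092749 to 104191404, and its log2 fold change was 4.89 (standard error 0.15, adjusted p = 0.000251 from limma). The largest fall was that of Bmp10, a growth factor of the developing heart, on chromosome 6 from 87378995 to 87384506. Bmp10 went from 11.55 ± 1.87 to 5.55 ± 0.24 (SD, n = 3), a log2 fold change of -6.00 (standard error 0.91, adjusted p = 0.0126 from limma). Its 2-day-old values spread widely, from 9.42 on replicate 3 to 12.91 on replicate 2, and the adjusted p was 0.0539 to 0.0549 without 13-day-old replicate 2 or 2-day-old replicate 1.

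Among genes whose 3 values at one age all lay above the 3 at the other, the 10 largest rises also included Prss55, Drd2, AW112010, Pnpla3, Art1, Cilp, Efhd1, F830016B08Rik and Itgb6. Their log2 fold changes ran from 3.97 to 4.73. Drd2 encodes a dopamine receptor, Pnpla3 a lipase and Cilp a protein of the extracellular matrix. The 10 largest falls also included Plppr1, Dgkk, Igf2bp1, Dlk1, Hif3a, Hand1, Aldoc, Cdh3 and Capn6, between -3.97 and -5.85. Aldoc encodes an aldolase of glycolysis, Cdh3 a cadherin and Dlk1 a ligand related to those of the Notch pathway. The fall of Capn6 did not pass the test without 2-day-old replicate 2 (adjusted p = 0.0509 from limma).

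In all, 4982 of the 44170 transcripts differed. Judged by the 1 transcript that stands for each gene, 2820 of 24171 genes differed, and some other genes had only a weaker transcript that did. In each of the 4982, all values of one age lay above all values of the other. Over all transcripts, such a separation was found in 37.7%, where chance gives 10%. The count was 2000 without 2-day-old replicate 2, 2292 without 2-day-old replicate 3, 2570 without 2-day-old replicate 1, 2636 without 13-day-old replicate 1, 2781 without 13-day-old replicate 2 and 11243 without 13-day-old replicate 3. With the methods' t-test in place of limma, 3204 transcripts differed, all of them among the 4982.

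**Figure D1:**
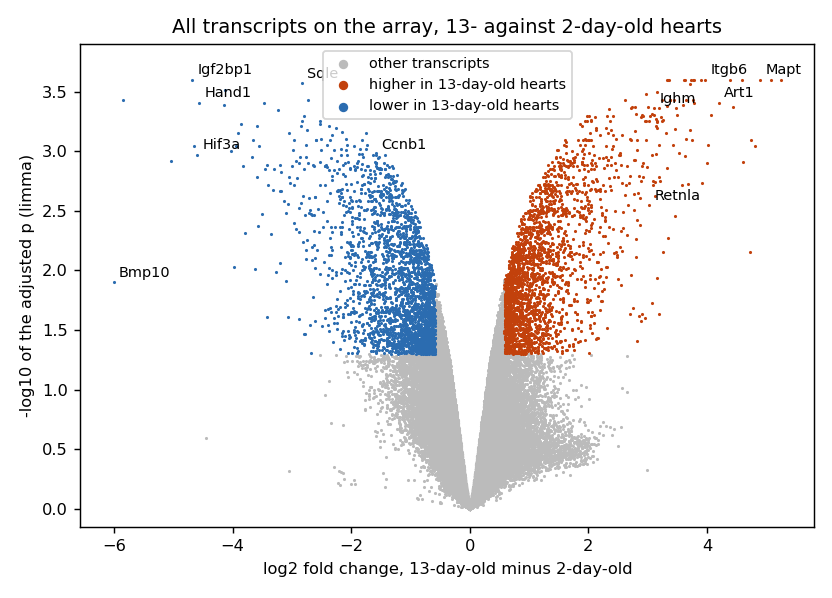
Each point is a transcript, placed by its log2 fold change (13-day-old minus 2-day-old) and by the negative log10 of its adjusted p from limma. Orange points are the 2374 transcripts higher and blue points the 2608 lower in 13-day-old hearts, and Mapt at 4.89 and Bmp10 at -6.00 lie furthest from 0 among the genes named in the plot.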

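Rises and falls were of similar number and size in values that had been quantile normalized across the arrays. Genes that rose included Thrb, the thyroid hormone receptor beta (log2 fold change 2.96, adjusted p = 0.000561 from limma), and Kcnd2, a potassium channel of the cardiac transient outward current (1.99, adjusted p = 0.00311). Genes that fell included Igf2bp3 (-2.75, adjusted p = 0.000658), an RNA-binding protein of fetal tissues, and Hey2 (-3.05, adjusted p = 0.0007), a transcription factor of the compact myocardium. Of the differing transcripts, 2374 were higher and 2608 were lower in 13-day-old hearts, so 47.7% were higher. Counted by gene, 1398 were higher and 1422 were lower.

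The median log2 fold change was 1.04 among the higher and -1.08 among the lower transcripts. At a fold of at least 2, 1258 were higher and 1466 were lower, and at a fold of at least 8 the counts were 79 and 47. The number of higher transcripts ran from 1097 without 2-day-old replicate 2 to 5324 without 13-day-old replicate 3, and that of lower ones from 903 to 5919 without the same arrays.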

Hierarchical clustering analysis, based on all genes after normalization, revealed there was a clear separation between samples from 2- and 13-day-old hearts. This indicates that such changes are robust different between the two groups and not strongly affected by biological variation within the groups (**Fig 3**).

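The 2-day-old samples resembled one another more closely than the 13-day-old samples did, and 13-day-old replicate 3 stood apart from the other 2 arrays of its age. Neither the paper nor the labels say whether a sample came from 1 animal, so this may not hold for single hearts. On 2-day-old replicates 1 and 3, Xist, an RNA of female cells, was read beside mRNA of the Y chromosome. Its log2 values were 12.33 and 12.90, beside 12.28 and 11.93 for the Y-linked gene Eif2s3y. These levels argue against 1 animal of 1 sex as the source of either sample, and how RNA of both sexes came together is not known. Across all transcripts, the Pearson correlation of log2 values between arrays lay between 0.991 and 0.994 within the 2-day-old group and between 0.973 and 0.992 within the 13-day-old group. Between the ages it lay between 0.961 and 0.984. These are correlations across transcripts, which are not independent replicates. Among transcripts above the median in mean signal, the ranges did not overlap: 0.988 to 0.991 within 2-day-old, 0.955 to 0.983 within 13-day-old and 0.908 to 0.944 between the ages. Among those at or below the median, they did: 0.923 to 0.952, 0.794 to 0.942 and 0.742 to 0.915.

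Hierarchical clustering on all 44170 transcripts, each standardised across the arrays, used average linkage on Euclidean distance. The first split of that tree set 13-day-old replicates 1 and 2 against the other 4 arrays, so 1 array lay on the side of the other age. Complete linkage, Ward's method and values without standardising gave the same split. On the 4982 differing transcripts alone, on the 22085 transcripts above the median in mean signal, or with correlation as the distance, the first split parted the ages with 0 arrays out of place. Clustering on differing transcripts is not an independent test, since they were chosen for their difference between the ages.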

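Within-age spread was small beside the age difference for the transcripts that differed, and larger for the array as a whole. Over all transcripts the median SD within an age was 0.151 on the log2 scale in 2-day-old and 0.247 in 13-day-old hearts (n = 3 each). The median size of the log2 fold change was 0.317. For the differing transcripts, the SDs were 0.127 and 0.201, beside a median log2 fold change of 1.06 in size. The difference between the ages made up 50.0% of the summed variance over all transcripts, 67.2% for transcripts above the median in mean signal and 92.0% among the differing transcripts, which were chosen for it. Random differences among so few arrays also give some share of this kind, and its size was not computed.

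Principal component 1 held 61.7% of the variance and separated the 2-day-old arrays (0.21 to 0.44) from 13-day-old replicates 1 and 2 (-0.59 and -0.50), with 13-day-old replicate 3 between them at 0.05. Component 2 held 18.8% and set 13-day-old replicate 3 (-0.87) apart from the rest. The arrays also differed in gene families that the heart is not known to express, such as olfactory and vomeronasal receptors. Over 1169 transcripts of these families, the median log2 value was 4.87 and 4.60 on 13-day-old replicates 1 and 2, 3.71 on replicate 3, and between 3.59 and 4.06 on the 2-day-old arrays. The arrays at the negative end of component 1, 13-day-old replicates 1 and 2, were thus also the brightest in these families. Component 1 therefore cannot be read as age alone.

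**Figure D2:**
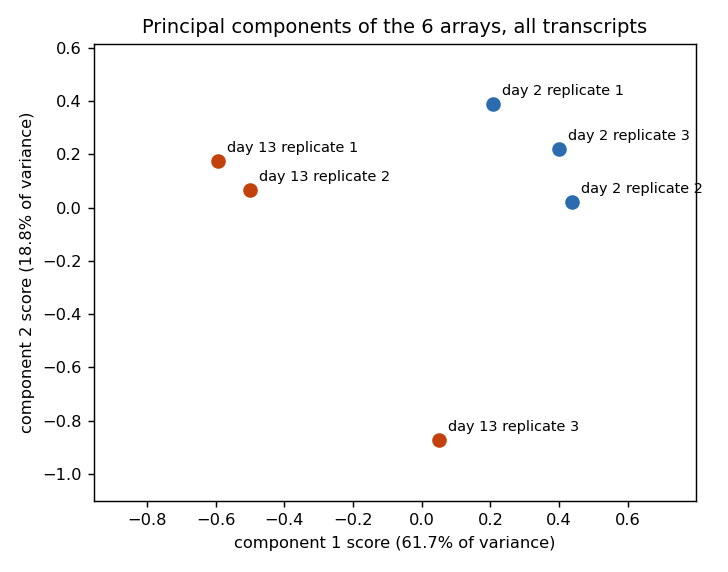
Scores of the 6 arrays on the first 2 principal components of all transcripts, with the share of variance in the axis labels. Blue points are 2-day-old and orange points 13-day-old hearts, and 13-day-old replicate 3 lies alone at -0.87 on component 2.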

**Fig 3:**
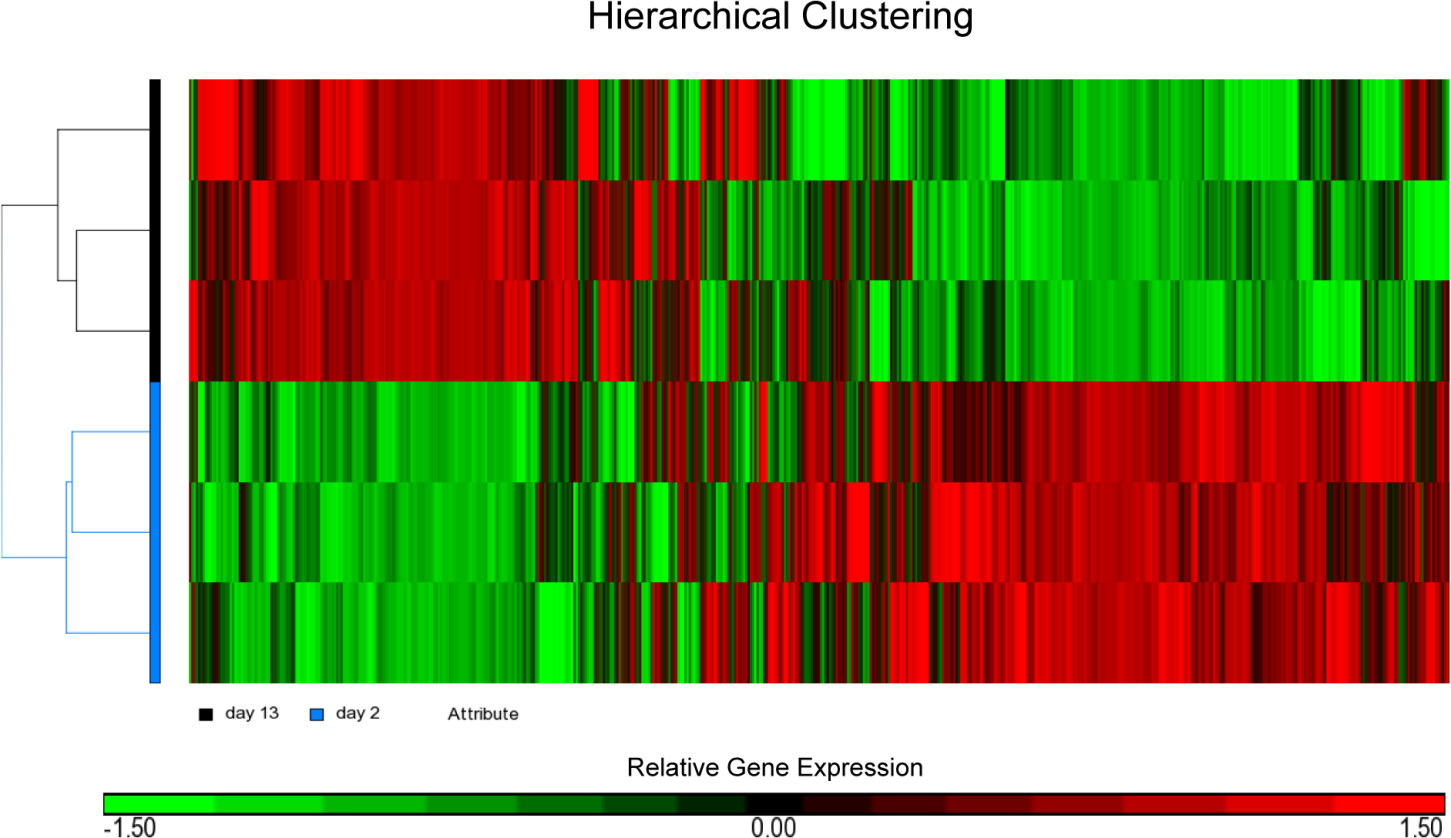
Hierarchical clustering of the microarray results showing the presence of two distinct heart samples. Relative level of gene expression is color-coded: red implies genes up-regulated in 13-day-old heart while green indicate genes that were down-regulated.

### Functional annotation and gene ontology enrichment analysis

We performed functional batch annotation and ontology enrichment analysis on the DEGs that we identified to understand the global transcriptional changes that occur between 2- and 13-day-old hearts. We identified important representative gene ontology categories based on annotation of 4 databases that included: biological process, molecular function, cellular component and KEGG pathway. The gene ontology categories identified were related to the cell cycle, chromosome segregation, microtubule cytoskeleton, DNA metabolic process, cell membrane, extracellular matrix, cell differentiation, cytokines production and immune response (**Fig 4A and 4B**). 

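Most genes that pull chromosomes apart fell. Of 79 measured genes of chromosome segregation and the spindle, 65 fell, 0 rose and 14 did not pass the test (69 fell when adjusted over the list alone). Their median log2 fold change was -1.11 ± 0.09 (SD over the 9 pairs of arrays), and camera gave an adjusted p of 1.35e-34 (adjusted p = 0.0511 with an estimated correlation). Examples are Zwilch, a kinetochore protein (log2 fold change -2.02, standard error 0.14, adjusted p = 0.00138 from limma), and Ect2, which acts in cytokinesis (log2 fold change -1.93, standard error 0.26, adjusted p = 0.00911).

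For DNA metabolism, 22 of 48 measured DNA repair genes fell, 0 rose and 26 did not pass (22 fell when adjusted over the list alone), with a median of -0.45 ± 0.06. Camera's adjusted p was 2.1e-13 (adjusted p = 0.0527 with an estimated correlation). Exo1, an exonuclease of mismatch repair, fell by 2.15 and the repair gene Brca1 by 1.99 on the log2 scale (adjusted p = 0.00243 and 0.00473). The number of falling repair genes was between 9 and 14 with any single array other than 13-day-old replicate 3 left out.

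Genes of the extracellular matrix went both ways. Of 95 measured, 13 rose, 14 fell and 68 did not pass (14 and 18 when adjusted over the list alone), with a median of 0.08 ± 0.09 and a camera adjusted p of 0.472. Among them Vtn, the gene of vitronectin, rose by 3.48 and Col8a1, a short-chain collagen, by 2.33 on the log2 scale (adjusted p = 0.000434 and 0.00119), while Mmp9, a matrix protease, fell by 1.51 (adjusted p = 0.0159, but 0.0599 to 0.0759 without 13-day-old replicate 1 or 2, or 2-day-old replicate 1 or 2). By Fisher's exact test, one-sided and adjusted over all lists, both the rising and the falling matrix genes were more frequent than among all genes (adjusted p = 0.0128 and 0.00568). This list was bright, with a mean log2 value of 11.67. Transcripts above the median in mean signal, fitted alone, differed more often (3808 of 22085) than all transcripts (4982 of 44170). Fisher's test takes no account of signal, so a part of the excess in both directions may come from it, which was not tested. The number of falling matrix genes was between 3 and 6 with any single array other than 13-day-old replicate 3 left out.

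Of 98 measured cytokines, chemokines and their receptors, 23 rose, 3 fell and 72 did not pass (26 and 5 when adjusted over the list alone). Their median was 0.31 ± 0.05, with a camera adjusted p of 0.000228 (adjusted p = 0.157 with an estimated correlation). Il34, a ligand of the macrophage receptor Csf1r, rose by 1.92, and Tnfsf10, the gene of the death ligand TRAIL, by 2.00 (adjusted p = 0.00113 and 0.00192). The number of rising members was between 8 and 15 with any single array other than 13-day-old replicate 3 left out, and that of falling members was 1 without 2-day-old replicate 1 or 2, and 7 without 13-day-old replicate 3.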

The total annotation clusters that were determined to be down-regulated or up-regulated are shown in **S3A and S3B Tables**, respectively. These results suggest that cell cycle progression and DNA replication were inhibited in 13-day-old hearts while the immune response and differentiation process were correspondingly enhanced.

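Between day 2 and day 13, the lists of the cell cycle, DNA replication and fetal cardiac genes shifted down and that of mature cardiomyocyte genes shifted up. None of these lists passed camera's threshold with an estimated correlation. Of 122 measured genes of the cell cycle list, 37 fell, 3 rose and 82 did not pass the test (44 fell and 3 rose when adjusted over the list alone). Their median log2 fold change was -0.37 ± 0.08 (SD over the 9 pairs of arrays), with a camera adjusted p of 9.13e-13 (adjusted p = 0.0689 with an estimated correlation). Of 35 measured genes of DNA replication, 19 fell, 0 rose and 16 did not pass (19 fell when adjusted over the list alone). Their median was -0.69 ± 0.08, with a camera adjusted p of 1.29e-11 (adjusted p = 0.0992 with an estimated correlation).

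The 3 genes of the cell cycle list that rose were Gadd45a, a stress-induced inhibitor of growth (log2 fold change 1.20, standard error 0.12, adjusted p = 0.00358 from limma), Sfn, a 14-3-3 protein of the G2 checkpoint (1.12, adjusted p = 0.0171), and Chek2, a checkpoint kinase (0.85, adjusted p = 0.0186). The adjusted p of Sfn was 0.059 to 0.0814 without 13-day-old replicate 2, or 2-day-old replicate 1 or 2, and that of Chek2 was 0.0583 to 0.0771 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3. A second Chek2 transcript had a log2 fold change of -1.03 (adjusted p = 0.226), and the mean of both gave -0.09 (adjusted p = 0.842). Relative to the 2-day-old mean, the median of the cell cycle list was -0.41, -0.44 and -0.26 on 13-day-old replicates 1 to 3, and that of DNA replication -0.63, -0.62 and -0.76.

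Of 41 measured genes of mature cardiomyocytes, 12 rose, 0 fell and 29 did not pass (12 rose when adjusted over the list alone). The median was 0.14 ± 0.04, with a camera adjusted p of 4.31e-06 (adjusted p = 0.0511 with an estimated correlation). Cox8b, a subunit of cytochrome c oxidase in striated muscle, was among them (log2 fold change 0.88, standard error 0.10, adjusted p = 0.00558). Of 18 measured fetal cardiac genes, 5 fell, 0 rose and 13 did not pass (8 fell when adjusted over the list alone). Their median was -0.34 ± 0.04, with a camera adjusted p of 0.000428 (adjusted p = 0.0833 with an estimated correlation). One of them is Slc2a1, the glucose transporter GLUT1 (log2 fold change -1.36, standard error 0.16, adjusted p = 0.00558). Rising cell cycle genes numbered 1 without 2-day-old replicate 1 or 2. The number of falling DNA replication genes was 9 without 2-day-old replicate 2 and 11 without 2-day-old replicate 3, and that of falling fetal cardiac genes was between 2 and 3 with any single array other than 13-day-old replicate 3 left out.

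From the categories enriched among the genes lower and higher at day 13, the paper proposes that cell cycle progression and DNA replication were inhibited in 13-day-old hearts, and that the immune response and differentiation were enhanced.

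**Figure D3:**
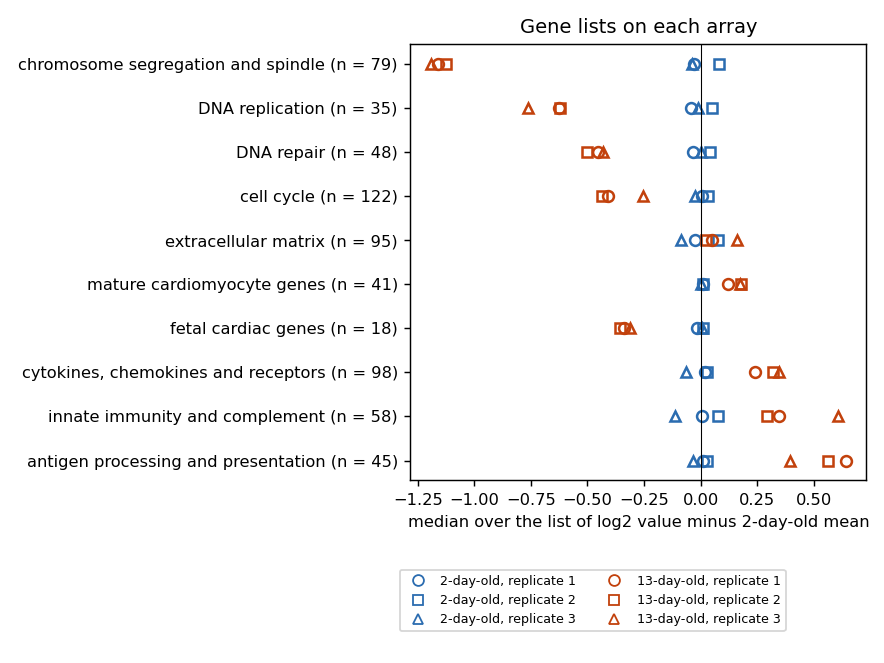
Median over each list of the log2 value minus the 2-day-old mean of the same gene, on each of the 6 arrays, with the number of measured genes beside the list's name. The 13-day-old arrays lie furthest to the left for chromosome segregation and spindle (-1.16, -1.13 and -1.19) and to the right of 0 for the immune lists.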

**Fig 4:**
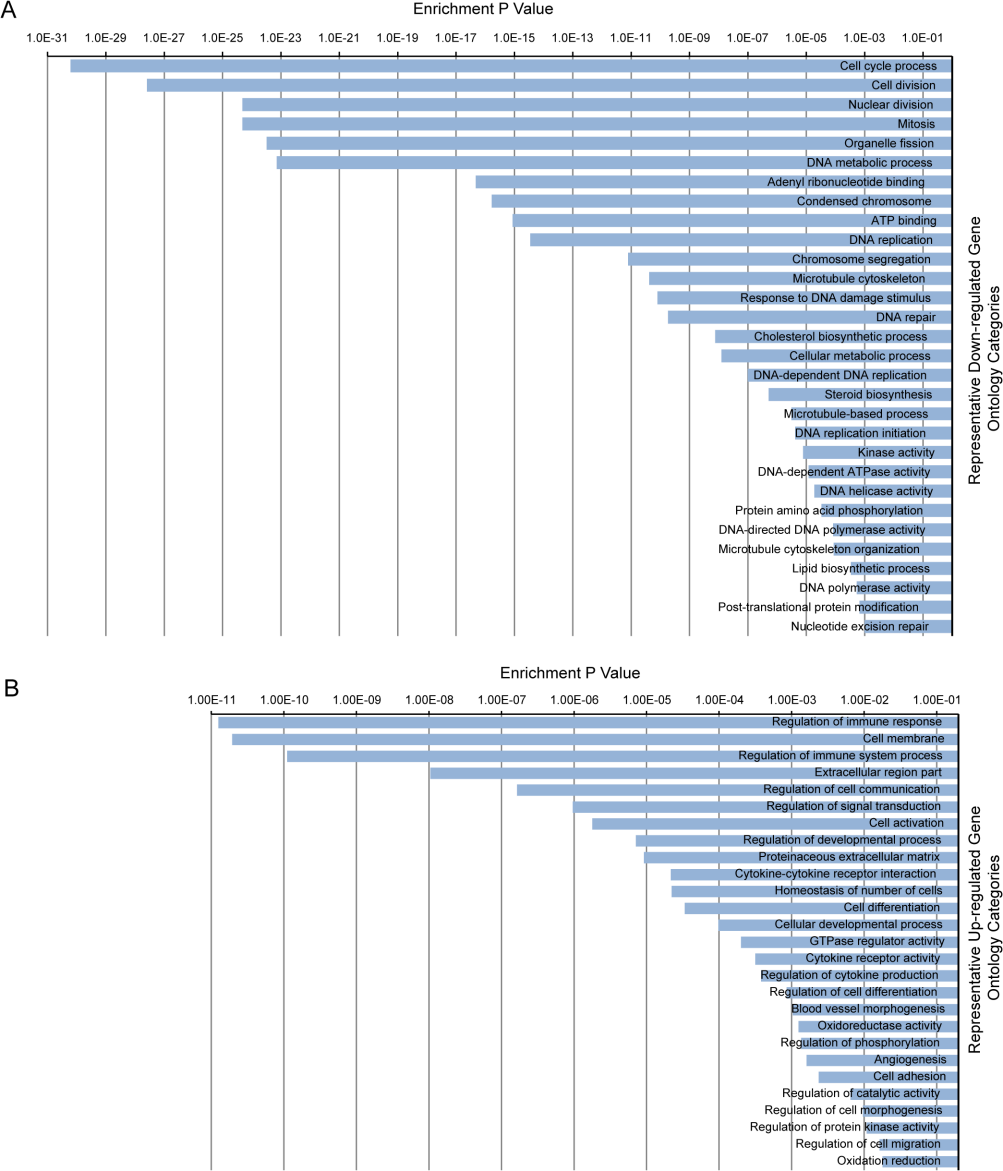
Gene Ontology enrichment analysis showing representative ontology categories. (A) Representative down-regulated ontology categories. (B) Representative up-regulated ontology categories. The enrichment p value is displayed on the x-axis.

### KEGG pathway mapping analysis

We conducted KEGG enrichment analysis and identified 41 pathways that were significantly enriched among the DEGs (P<0.05, **S4 Table**). The top 2 enriched KEGG pathways identified were “cell cycle” (p = 9.31×10^−9^) and “DNA replication” (p = 3.0×10^−8^). 

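Enzymes that open, prime and copy DNA were among the genes that fell. Prim1, a subunit of DNA primase on chromosome 10 from 127452231 to 127466923, went from 11.74 ± 0.11 to 10.12 ± 0.21 on the log2 scale (SD, n = 3 arrays per age), and Dna2, a nuclease and helicase on chromosome 10 from 62409822 to 62436515, from 9.70 ± 0.12 to 8.02 ± 0.14. Their log2 fold changes were -1.62 and -1.68 (adjusted p = 0.00251 and 0.00154 from limma). Pcna, the sliding clamp of the replication fork, had a log2 fold change of -0.69 (adjusted p = 0.0276). Its adjusted p was 0.0688 to 0.112 with any single array other than 13-day-old replicate 3 left out.

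Falling genes made up 30.3% of the cell cycle list and 54.3% of the DNA replication list, against 5.9% of all 24171 genes. By Fisher's exact test, one-sided and adjusted over 92 tests, this gave an adjusted p of 1.69e-15 for the cell cycle and 1.41e-13 for DNA replication. Rising genes made up 2.5% and 0% of the lists, against 5.8% of all genes (adjusted p = 1 for both). Chromosome segregation and spindle, a list that overlaps the cell cycle list, had the lowest p of the lists, with 82.3% of its genes lower (adjusted p = 1.34e-64). Both lists were written from general knowledge of the KEGG maps and are not the files that the authors used.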

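Genes of checkpoints, of replication licensing and of mitosis were among those that fell. The largest fall in the cell cycle list was that of Chek1, a checkpoint kinase on chromosome 9 from 36516066 to 36533959, from 10.54 ± 0.12 to 8.09 ± 0.34 (log2, SD, n = 3 arrays per age), a log2 fold change of -2.45 (standard error 0.19, adjusted p = 0.00192 from limma). Skp2, which marks the inhibitor p27 for degradation, fell by 1.78, Orc1, of the origin recognition complex, by 1.47, and E2f1, a transcription factor of S phase entry, by 1.36 on the log2 scale (adjusted p = 0.00934, 0.00257 and 0.00309). Dbf4, the activator of Cdc7, fell by 1.44 and Ttk, a spindle checkpoint kinase, by 1.56 (adjusted p = 0.00341 and 0.00333).

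The genes drawn in Fig. 5 were chosen by the study on these arrays, so their count is not independent evidence. The figure colours boxes, and many of them, such as those of cyclin D, E2F1,2,3 and GADD45, name a family rather than 1 gene. Of the 35 boxes coloured as lower, counting each label once, 30 held at least 1 gene that fell. The boxes were spread by hand over 50 measured genes, each given the colour of its box, which the figure does not show gene by gene. Of these, 34 fell, 1 rose and 15 did not pass the test. Among those that did not pass were Stag2, a cohesin subunit (-1.10, adjusted p = 0.0599), Cdc25b (-0.53, adjusted p = 0.0697), E2f2 (-0.44, adjusted p = 0.168), Mad2l2 (-0.06, adjusted p = 0.72) and Tgfb3 (0.43, adjusted p = 0.087). The 3 boxes coloured as higher were spread over 6 genes in the same way, of which 2 rose, 1 fell and 3 did not pass. Within the family box GADD45, Gadd45a rose by 1.20 (adjusted p = 0.00358) and Gadd45b fell (log2 fold change -1.81, standard error 0.11, adjusted p = 0.00106), while Gadd45g had a log2 fold change of 0.00 (adjusted p = 0.992) and Tfdp1 one of -0.66 (adjusted p = 0.0525).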

Closer examination of the pathway maps confirmed the inhibition of these two biological processes, as most of the genes in the pathways were down-regulated (as highlighted in green in **Fig 5**) in 13- versus 2-day-old hearts. Specifically, the cell cycle arrest may be attributed to five mechanisms as evident in the pathway map. The five sets of genes inhibited from being expressed includes: 1) Cyclin genes (CycA, CycB, CycD and CycE)*;* 2) cyclin-dependent kinases (CDK1 and CDK2); 3) cell cycle-related genes (CDC6, CDC7, CDC20, CDC45, MCM2-7 and c-Myc); 4) CDK interacting protein/Kinase inhibitory protein, especially p27^kip1^ and p57^kip2^ (which activate the cyclin-dependent kinase inhibitors and arrest cells in G1 phase) and 5) BUB1 and BUBR1 (mitotic checkpoint serine /threonine-protein kinases).

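Of the cyclins, Ccnb1, on chromosome 13 from 101549521 to 101556437, fell from 11.71 ± 0.05 to 10.13 ± 0.08 on the log2 scale (SD, n = 3 arrays per age), a log2 fold change of -1.58 (standard error 0.10, adjusted p = 0.00107 from limma). Ccnb2 fell by 1.35 and Ccne1 by 1.21 (adjusted p = 0.00671 and 0.00238). Ccne2 fell by 1.98 (adjusted p = 0.0222), with a spread of 0.69 (SD, n = 3) in 13-day-old hearts. Of the D cyclins, Ccnd1 fell by 0.61 and Ccnd3 by 0.63 (adjusted p = 0.0188 and 0.0106), while Ccnd2 had a log2 fold change of -0.13 (adjusted p = 0.428). With any single array other than 13-day-old replicate 3 left out, the adjusted p was 0.0642 to 0.0942 for Ccne2 and 0.0674 to 0.0865 for Ccnd1, and that of Ccnd3 was 0.0506 to 0.0626 without 13-day-old replicate 1, or 2-day-old replicate 2 or 3. Its 2 transcripts together, taken as their mean, had a log2 fold change of -0.41 (adjusted p = 0.107), which did not pass. Ccna1, the cyclin A of the germ line, had a log2 fold change of -0.51 (adjusted p = 0.104).

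The kinases Cdk1 and Cdk2 fell by 1.16 and 0.88 (adjusted p = 0.00321 and 0.00429). Cdc6, Cdc7 and Cdc45, which load and start the replication helicase, fell by 1.09, 1.46 and 1.38 (adjusted p = 0.00666, 0.00229 and 0.00458). All 6 subunits of that helicase, Mcm2 to Mcm7, fell, with log2 fold changes from -1.30 (Mcm4, adjusted p = 0.00263) to -1.02 (Mcm7, adjusted p = 0.0105, but 0.0585 without 2-day-old replicate 2). Myc fell by 1.55 (adjusted p = 0.00215). Cdc20, an activator of the anaphase-promoting complex, had a log2 fold change of -0.69 (adjusted p = 0.0748), and its weaker second transcript fell by 0.92 (adjusted p = 0.0169).

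Neither kinase inhibitor passed the test on its brightest transcript. Cdkn1b (p27) had a log2 fold change of -0.24 (adjusted p = 0.253) and Cdkn1c (p57) one of -0.38 (adjusted p = 0.043), a change of 1.31-fold. One of the 3 Cdkn1c transcripts fell by 0.94 (adjusted p = 0.00809). The spindle checkpoint kinases Bub1 and Bub1b (BUBR1) fell, Bub1b by 1.61 (adjusted p = 0.00188 and 0.00176).

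**Figure D4:**
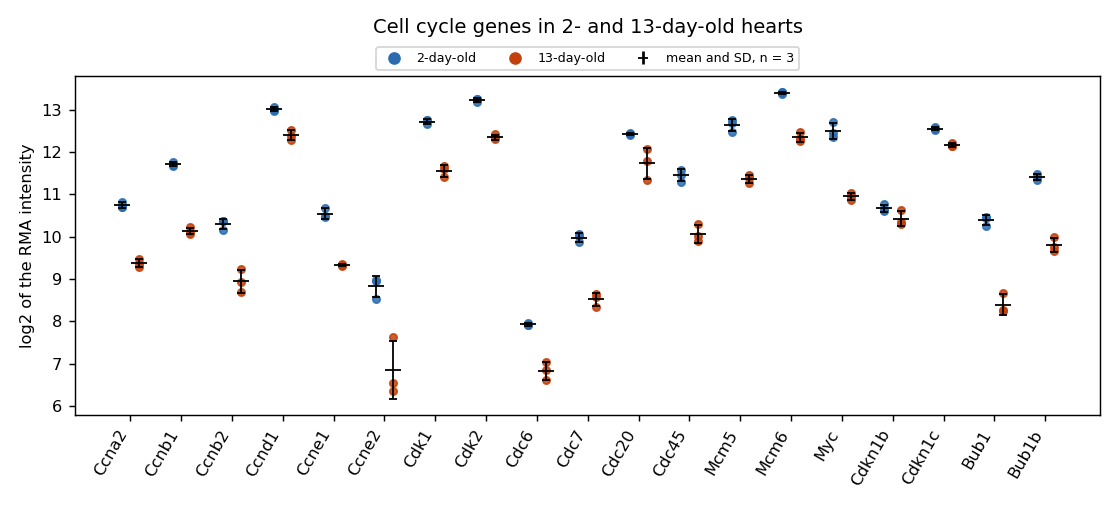
Log2 intensities of cyclins, kinases, replication genes, inhibitors and spindle checkpoint genes on each array, blue for 2-day-old and orange for 13-day-old hearts, with bars for the mean and SD (n = 3). The gap between the ages is widest for Bub1 among the 19 genes drawn and narrowest for Cdkn1b (-0.24 on the log2 scale).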

**Fig 5:**
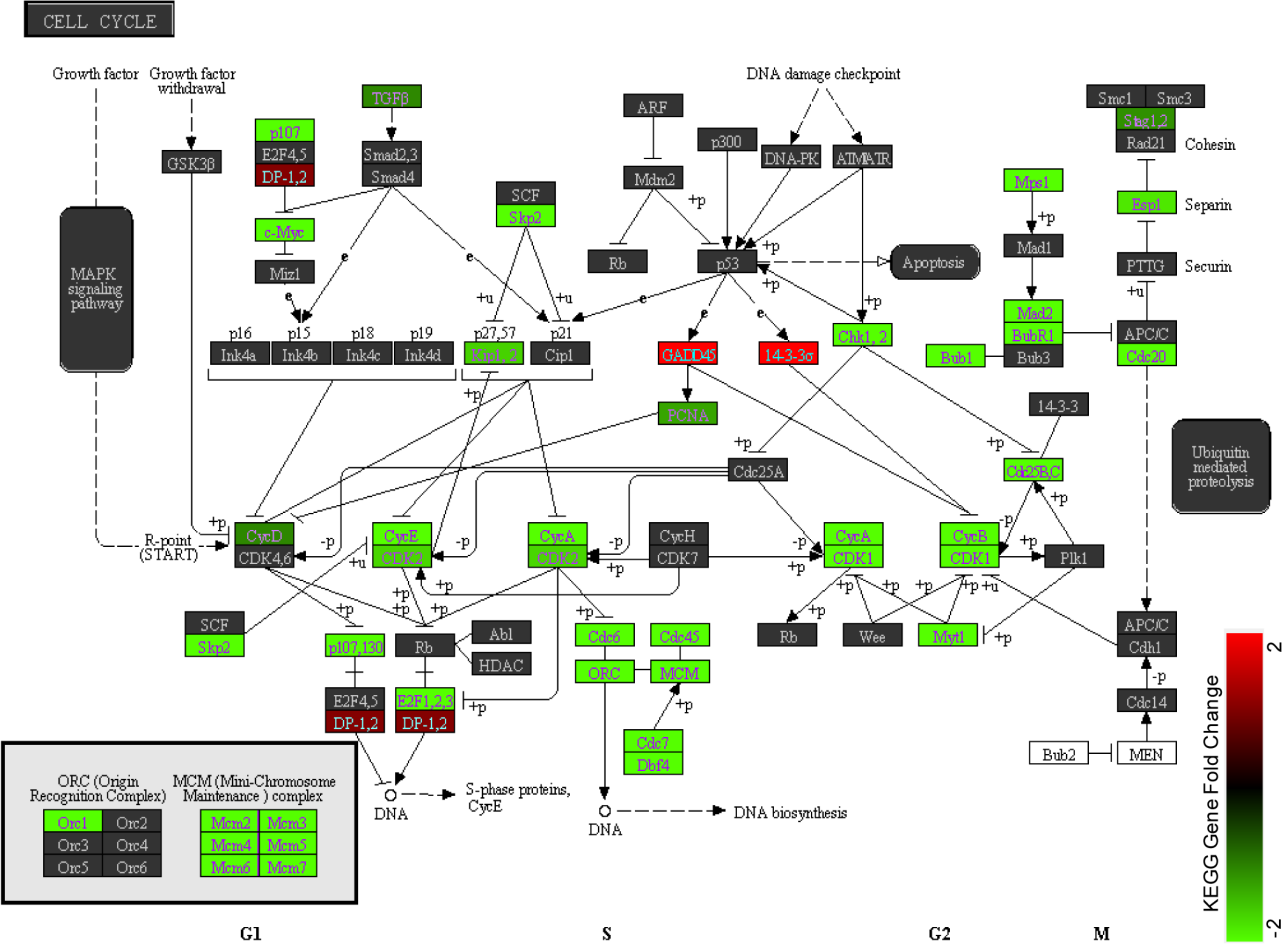
KEGG pathway map of the cell cycle. Cell cycle associated genes are significantly enriched in the list of differentially expressed genes (p = 8.6 x 10^−9^). Fold change is only shown for genes within the list and illustrates near universal down-regulation in the pathway for cardiomyocytes in the 13-day-old heart, as compared with the 2-day-old heart. Arrows indicate positive regulation, while other lines indicate negative regulation.

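Most genes of cholesterol synthesis fell between day 2 and day 13. Of 25 measured genes of the terpenoid backbone and of sterol synthesis, 16 fell, 0 rose and 9 did not pass the test (16 fell when adjusted over the list alone). Their median log2 fold change was -1.07 ± 0.12 (SD over the 9 pairs of arrays), with a camera adjusted p of 9.13e-13 (adjusted p = 0.0511 with an estimated correlation). Sqle, squalene epoxidase, lies on chromosome 15 from 59147389 to 59162748 and went from 12.22 ± 0.05 to 9.39 ± 0.04 (SD, n = 3), a log2 fold change of -2.84 (standard error 0.09, adjusted p = 0.000269 from limma). Idi1, an isomerase of the terpenoid backbone, fell by 2.21, and Lss, lanosterol synthase, by 2.20 (adjusted p = 0.00141 and 0.00272).

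In fatty acid synthesis, fewer members changed. Of 21 measured genes, 5 fell, 1 rose and 15 did not pass (5 and 1 when adjusted over the list alone). The median was -0.11 ± 0.13, with a camera adjusted p of 0.0185 (adjusted p = 0.284 with an estimated correlation, and 0.0748 without 13-day-old replicate 2). Elovl6, a fatty acid elongase, fell by 1.77 and Acsl3, which activates fatty acids, by 2.14, while Thrsp, a lipogenic gene that responds to thyroid hormone, rose by 1.53 (adjusted p = 0.00144, 0.00154 and 0.00132).

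Of 12 measured genes of ketone bodies, 3 fell, 0 rose and 9 did not pass (3 fell when adjusted over the list alone), with a median of -0.02 ± 0.17 and a camera adjusted p of 0.145. Among those that fell were Bdh1, which interconverts ketone bodies (-2.53, adjusted p = 0.000592) and Acat2 (-0.69, adjusted p = 0.0131, but 0.0511 to 0.0636 without 13-day-old replicate 1 or 2, or 2-day-old replicate 2 or 3). The number of falling ketone body genes was 5 without 13-day-old replicate 3.

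Of 54 measured genes of glutathione metabolism, 7 rose, 4 fell and 43 did not pass (7 and 5 when adjusted over the list alone). The median was 0.05 ± 0.06 and camera's adjusted p 0.472. Falling members numbered 2 without 13-day-old replicate 1 or 2, or 2-day-old replicate 2, and 7 without 13-day-old replicate 3. Ggct, of the glutathione degradation cycle, rose by 1.50 and Gstt1, a glutathione transferase whose probes may also read relatives, by 1.35 (adjusted p = 0.00156 and 0.0104). Rrm2, the ribonucleotide reductase subunit that KEGG also places in this pathway, fell by 1.57 (adjusted p = 0.00132). Of 15 measured genes of primary bile acid synthesis, 2 rose, 2 fell and 11 did not pass (2 and 2 when adjusted over the list alone), with a median of 0.36 ± 0.16 and a camera adjusted p of 0.33. Rising genes of this list numbered 1 without 2-day-old replicate 3. Cyp27a1, a sterol 27-hydroxylase, rose by 1.38, and Cyp39a1, an oxysterol hydroxylase, fell by 1.38 (adjusted p = 0.00141 and 0.00797).

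**Figure D5:**
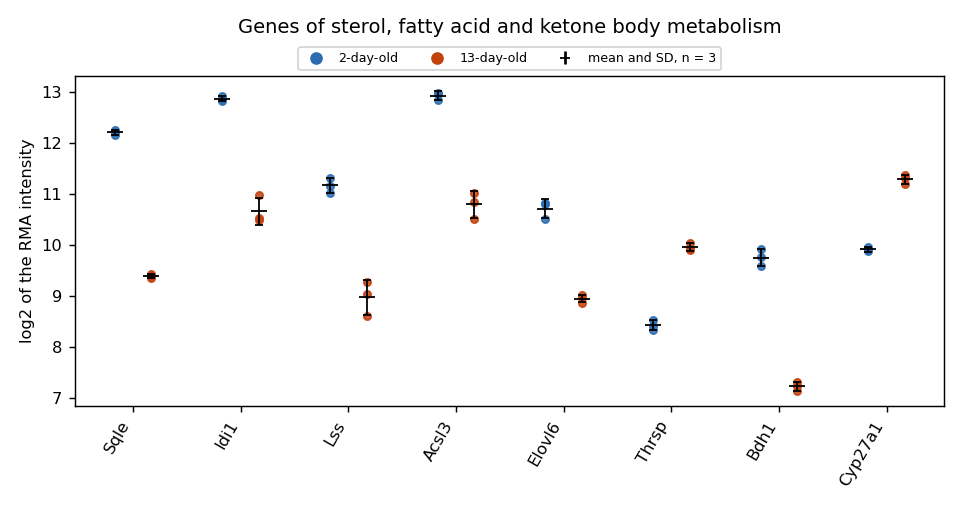
Log2 intensities of genes of sterol, fatty acid, ketone body and bile acid metabolism on each array, blue for 2-day-old and orange for 13-day-old hearts, with bars for the mean and SD (n = 3). Of the 8 genes drawn, Thrsp and Cyp27a1 are higher in 13-day-old hearts and the others lower.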

We have determined that genes involved in various metabolic pathways were also significantly enriched (**S4 Table).** These pathways involved: steroid and fatty acid biosynthesis, glutathione metabolism, synthesis and degradation of ketone bodies, terpenoid backbone and primary bile acid biosynthesis. In addition, we have identified pathways relating to the immune system (such as antigen processing and presentation, allograft rejection, and graft-versus-host disease) were all well represented. 

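The list of genes that process and present antigens shifted up between day 2 and day 13. Of 45 measured genes of antigen processing and presentation, 17 rose, 0 fell and 28 did not pass the test (18 rose when adjusted over the list alone). Their median log2 fold change was 0.49 ± 0.11 (SD over the 9 pairs of arrays), with a camera adjusted p of 8.87e-09 (adjusted p = 0.157 with an estimated correlation). Cd74, the invariant chain of class II molecules, lies on chromosome 18 from 60963509 to 60972306 and went from 8.31 ± 0.20 to 10.88 ± 0.32 (SD, n = 3), a log2 fold change of 2.57 (standard error 0.20, adjusted p = 0.00186 from limma). H2-Ab1, a class II chain whose probes may also read relatives, rose by 1.93 (adjusted p = 0.00141). Psmb8 and Psmb9, subunits of the immunoproteasome, rose by 1.81 and 2.06 (adjusted p = 0.00318 and 0.00177).

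The list of innate immunity and complement also moved up. Of 58 measured, 20 rose, 2 fell and 36 did not pass (22 and 3 when adjusted over the list alone), with a median of 0.32 ± 0.16. Camera's adjusted p was 4.44e-06 (adjusted p = 0.284 with an estimated correlation). The complement genes parted: C4b rose by 1.76 and C1s1 by 1.64, while C3 fell by 1.71 (adjusted p = 0.00123, 0.00214 and 0.00262). The median of this list relative to the 2-day-old mean was 0.61 on 13-day-old replicate 3, against 0.35 and 0.29 on replicates 1 and 2.

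Of 37 measured interferon-stimulated genes, 14 rose, 1 fell and 22 did not pass (14 and 1 when adjusted over the list alone), with a median of 0.34 ± 0.27 and a camera adjusted p of 4.53e-05 (adjusted p = 0.434 with an estimated correlation). Gbp2, a guanylate-binding protein, rose by 1.73 and Rsad2, the antiviral enzyme viperin, by 1.43 (adjusted p = 0.00347 and 0.00309). By Fisher's exact test, one-sided and adjusted, rising genes were more frequent than the 5.8% of all genes in antigen presentation (37.8%, adjusted p = 1.98e-09) and in innate immunity (34.5%, adjusted p = 3.94e-10). The number of rising genes was 10 without 2-day-old replicate 2 in antigen presentation. It was between 10 and 11 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3 in innate immunity and between 7 and 9 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3 among interferon-stimulated genes. Falling innate immunity genes numbered 1 with any single array other than 13-day-old replicate 3 left out, and 6 without 13-day-old replicate 3.

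**Figure D6:**
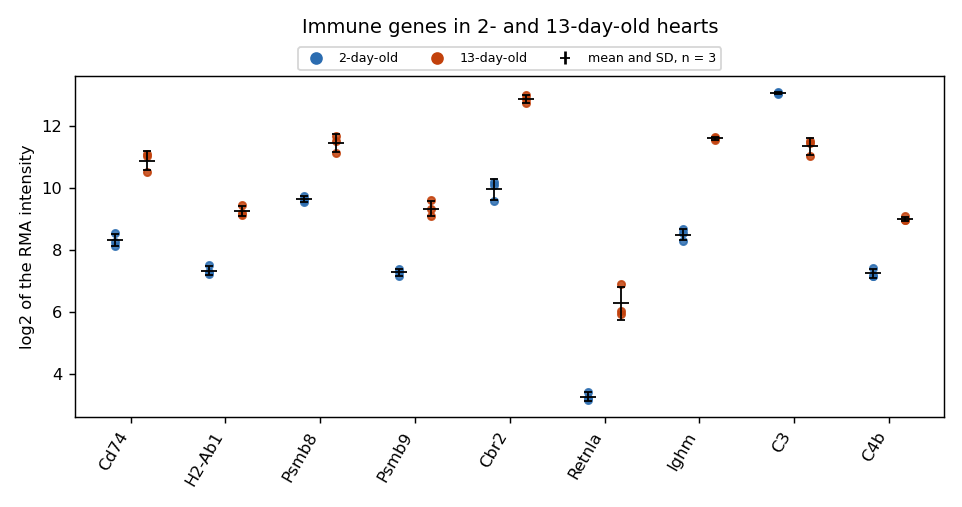
Log2 intensities of antigen presentation, macrophage, B cell and complement genes on each array, blue for 2-day-old and orange for 13-day-old hearts, with bars for the mean and SD (n = 3). Of the 9 genes drawn, C3 is lower in 13-day-old hearts and the others are higher.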

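Genes of the cardiomyopathy pathways, which encode sarcomere proteins, calcium channels, integrins and the dystrophin complex, for the most part did not pass the test. Of 85 measured, 13 rose, 7 fell and 65 did not pass the test (14 and 7 when adjusted over the list alone). The median log2 fold change was 0.05 ± 0.05 (SD over the 9 pairs of arrays), with a camera adjusted p of 0.355. Rising genes were nonetheless more frequent than among all genes (15.3%, adjusted p = 0.00531, Fisher's exact test, one-sided), and falling ones were not shown to be (8.2%, adjusted p = 0.511). This list was bright too, with a mean log2 value of 11.74, which that test does not take into account. Itga7, the laminin-binding integrin of muscle, lies on chromosome 10 from 128370868 to 128395340 and rose from 12.62 ± 0.07 to 14.24 ± 0.04 (SD, n = 3), a log2 fold change of 1.62 (adjusted p = 0.0009 from limma). Cacng6, a calcium channel subunit, fell by 3.35, and Prkag2, a regulatory subunit of AMP kinase, by 1.84 (adjusted p = 0.00499 and 0.0026). Slc8a1, the sodium-calcium exchanger, fell by 0.75 (adjusted p = 0.024, but 0.064 to 0.101 with any single array other than 13-day-old replicate 3 left out). The number of rising genes was 7 without 2-day-old replicate 2 or 3 and 8 without 2-day-old replicate 1, and that of falling genes was 3 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3.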

Cardiac disease related pathways were also flagged up and these included hypertrophic cardiomyopathy, dilated cardiomyopathy and arrhythmogenic right ventricular cardiomyopathy. These findings point to a complex interacting network of growth- and metabolism-related changes that occur during the crucial period (postnatal day 2 to 13) of heart development. Significantly, components in these networks may represent potential targets for inducing adult cardiomyocytes to re-enter the cell cycle when cardiac repair is required.

### Gene set enrichment analysis confirms inhibition of the cell cycle and DNA replication

Using GSEA, we took a closer examination of the distribution of KEGG pathway gene sets, in a ranked list of up- and down-regulated genes. Altogether, there were 73 down-regulated gene sets that were scored as enriched and approximately 14 of these were statistically significant (**S5 Table**). In agreement with the results from our simple enrichment analysis, the data sets with the highest statistical significance were the cell cycle and DNA replication sets, which are both refiecting the growth arrested phenotype of adult cardiomyocytes. 

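Genes of both sets gathered at the end of the ranking that holds genes lower in 13-day-old hearts. The 24171 genes were ranked by the ordinary t statistic of 13- against 2-day-old hearts, the metric that the methods name, and each set was tested against 1000 permutations of the gene set. For the 122 measured genes of the cell cycle, the enrichment score was -0.718 and the normalized enrichment score -2.65. For the 35 measured genes of DNA replication, the scores were -0.849 and -2.52. Of the 424 and 451 permutations with a negative score, 0 were as extreme for either set. The leading edge, which holds the genes from the lowest point of the running sum onward, contained 70 cell cycle genes and 24 DNA replication genes, among them Mcm3 (-1.20), Mcm5 (-1.28) and Mcm6 (-1.05, each a log2 fold change) in both. Leaving out 1 array at a time gave scores between -2.63 and -2.35 for the cell cycle and between -2.56 and -2.14 for DNA replication. A permutation of gene sets treats genes as independent, which genes of one pathway are not.

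**Figure D7:**
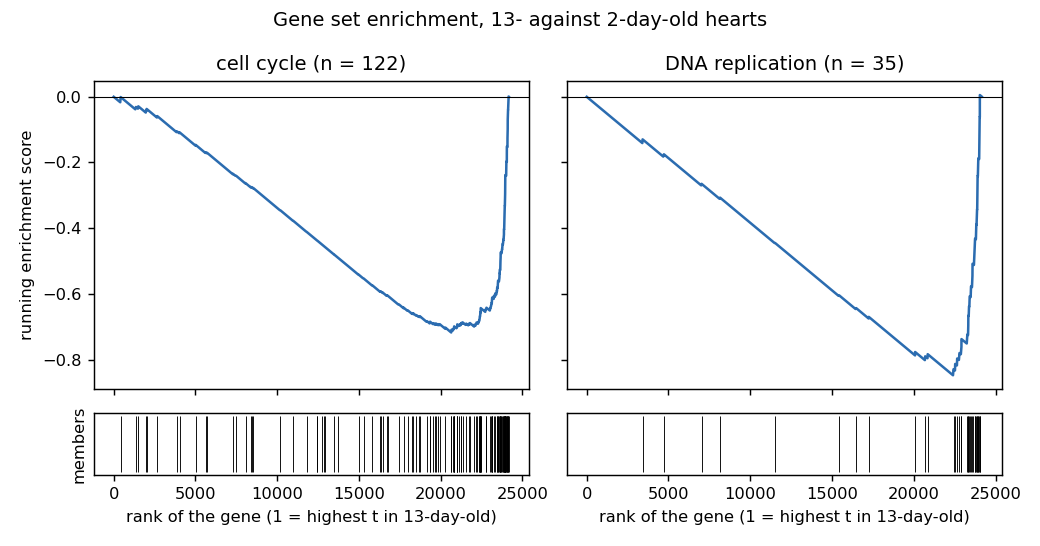
Running enrichment score over the 24171 genes ranked from the highest to the lowest t statistic in 13-day-old hearts (x axis, rank), with a line for each measured member of the set below it. The sum reaches its lowest point, -0.718 for the cell cycle and -0.849 for DNA replication, near the right end.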

For these two data sets, the false discovery rate q-values were 0.0051 and 0.0225, respectively and similar trends in gene activation were observed between 2- and 13-day-old hearts (**Fig 6)**.

**Fig 6:**
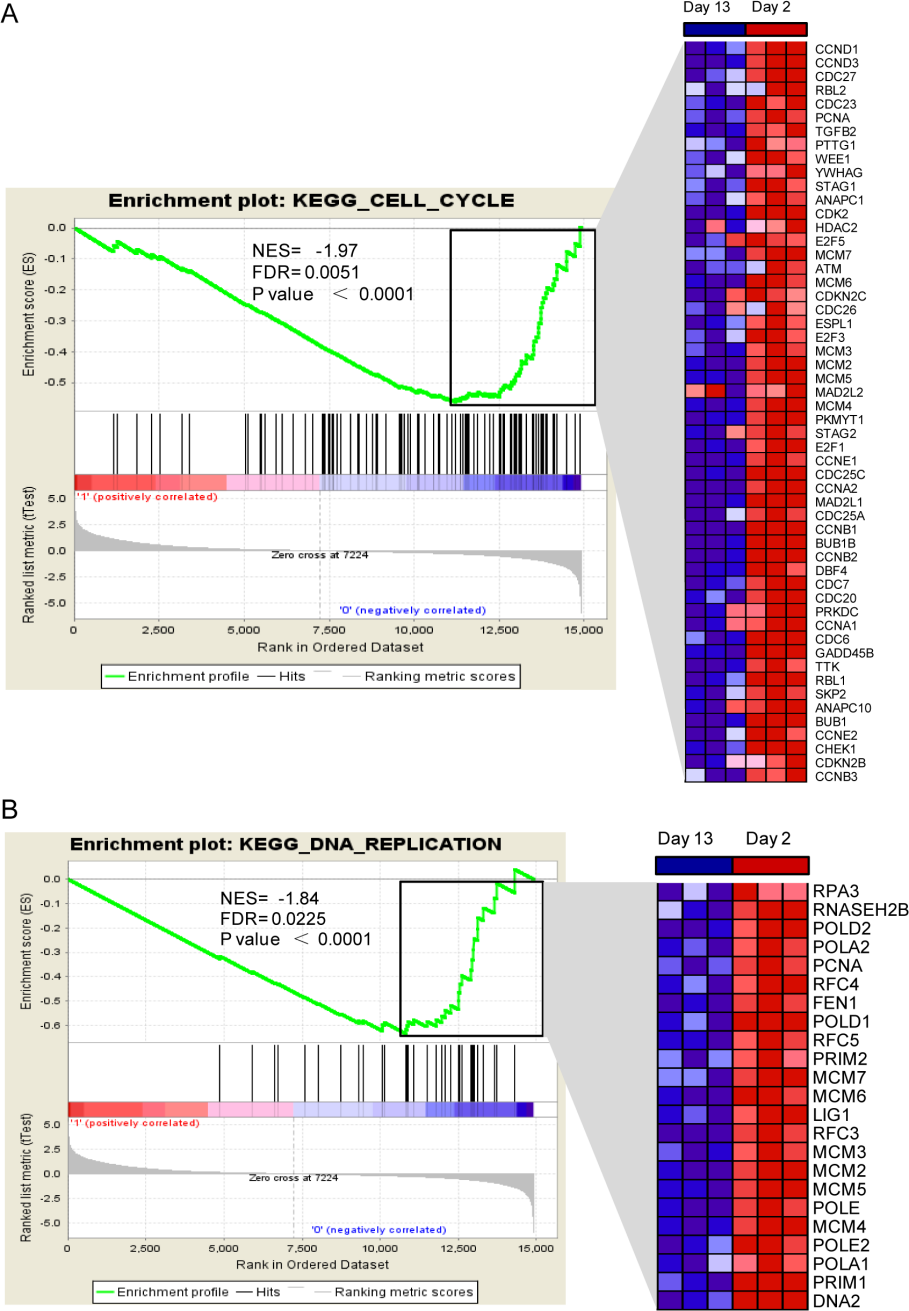
Gene Set Enrichment Analysis (GSEA) of 13-day-old versus 2-day-old mouse hearts. GSEA analysis reveals that there is significant inhibition of the (A) cell cycle and (B) DNA replication gene sets. On the x-axis, the mouse genes are ranked from the most up-regulated (left end) to the most down-regulated (right end) between 2- and 13-day-old hearts. The “barcode” indicates the position of the genes from the biological pathway. The y-axis shows a running enrichment score (ES), which goes up when genes are encountered in the pathway and goes down otherwise—leading to an assessment of the distribution within the set of all genes. The normalized enrichment score (NES) is inferred from permutations of the gene set and the false discovery rate (FDR). P values are indicated and the plot on the right shows the relative level of gene expression (red = high, blue = low) in the leading edge subset, corresponding to the most significant genes.

### Top gene interaction network elucidated from Ingenuity Pathways Analysis

We algorithmically generated a gene interaction network based on the connectivity of focused genes (together with other related genes or molecules strongly inferred as interacting partners by IPA). In the diagram, genes and molecules are depicted as nodes while interactions (supported by at least one reference from the literature or textbook stored in IPKB) are illustrated by the edges connecting them. The nodes are displayed as various shapes that represent their functional classification while the different lines describe the types of relationship. Notably IPA uses a solid line to indicate direct interactions while a dashed line denotes an indirect interaction between two nodes. **Fig 7**shows the IPA network with the highest enrichment of focused genes. The top five associated functions identified were related to cardiac hypertrophy, cell cycle, cardiovascular disease, cardiovascular system development and cardiac fibrosis, as illustrated in **S6 Table**.

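The genes of the top interaction network moved in both directions. Of its 35 measured genes, 6 rose, 7 fell and 22 did not pass the test (7 and 9 when adjusted over the list alone). The median log2 fold change was 0.03 ± 0.08 (SD over the 9 pairs of arrays), with a camera adjusted p of 0.694. The study chose these genes on the same arrays, so the counts are not independent evidence. Trim54, a ubiquitin ligase of the sarcomere, rose by 1.82, Rgs4, a regulator of G protein signalling, by 1.38, and Nos2, the inducible nitric oxide synthase, by 1.34 (adjusted p = 0.00105, 0.00722 and 0.00308 from limma). Socs2, which restrains growth hormone signalling, fell by 1.05 (adjusted p = 0.00344). Esr2, an oestrogen receptor, fell by 0.86 and Bmp4, a growth factor, and Ndufa1, a subunit of respiratory complex I, rose by 0.66 and 0.65 (adjusted p = 0.0208, 0.0175 and 0.0218). With any single array other than 13-day-old replicate 3 left out, the adjusted p was 0.0504 to 0.076 for Esr2, 0.0522 to 0.0877 for Bmp4 and 0.0682 to 0.1 for Ndufa1. The number of falling genes was between 3 and 4 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3.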

**Fig 7:**
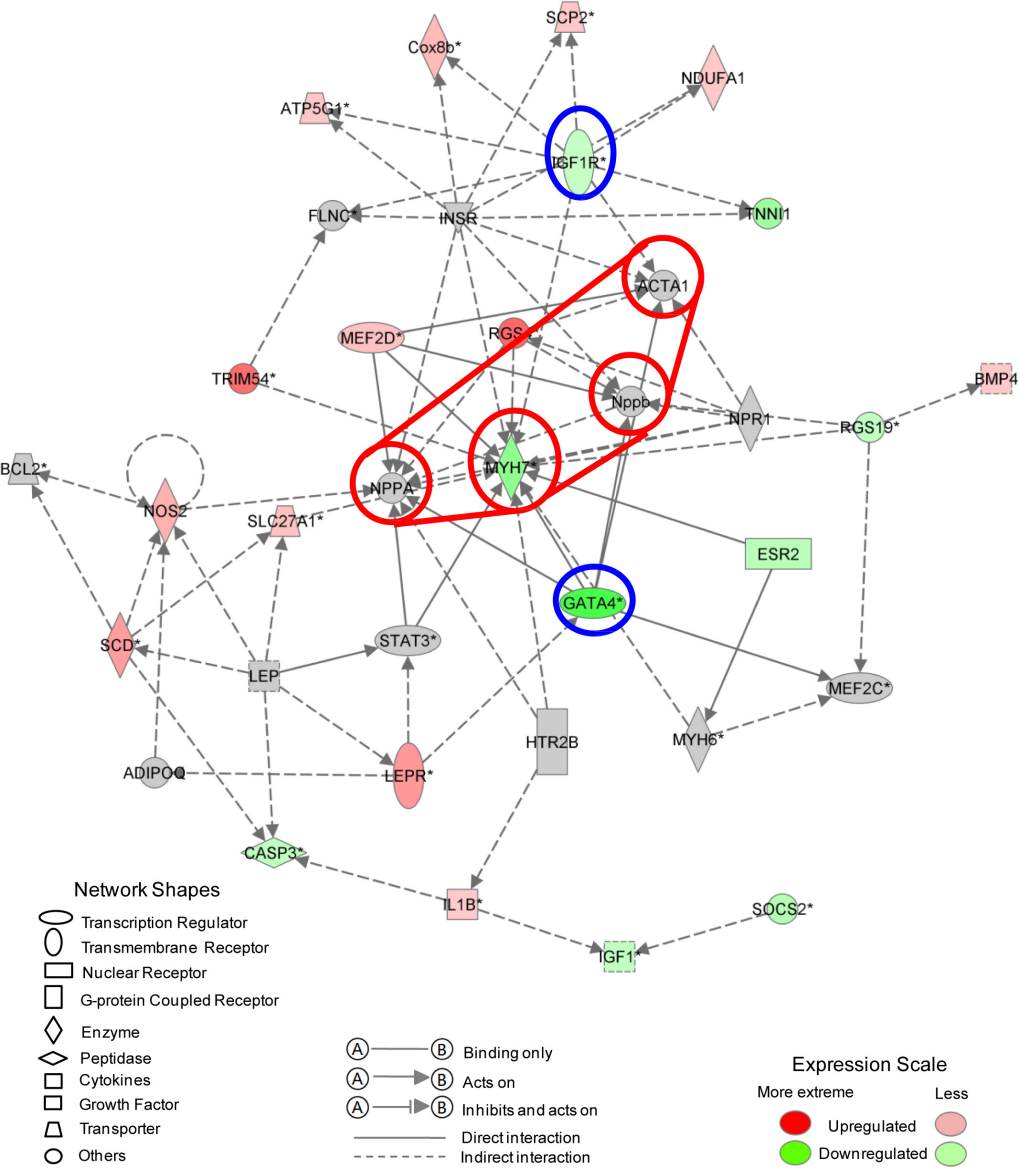
Top gene interaction network based on information from the Ingenuity Pathways Knowledge Base. Genes that are up- or down-regulated are labelled in red and green, respectively. Genes that are colored gray are not differentially expressed between Day 2 and Day 13.

Since IPA networks indicate directionality, we could focus on the nodes with the highest indegree (number of incoming edges) and outdegree (number of outgoing edges). These are highlighted in red and blue, respectively (**Fig 7**). The first group consists of MYH7, NPPA, NPPB and ACTA1 implying that the regulation of these genes, together with downstream effects, plays an important role in shifting the cardiomyocytes towards a lower rate of cell proliferation. 

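Of these 4 genes, which are commonly read as markers of the fetal and the stressed heart, Myh7 and Nppa were lower in 13-day-old hearts. Myh7, the slow beta myosin heavy chain on chromosome 14 from 55589553 to 55612457, went from 14.70 ± 0.07 to 13.14 ± 0.48 on the log2 scale (SD, n = 3 arrays per age), a log2 fold change of -1.57 (standard error 0.25, adjusted p = 0.0142 from limma). Its second, weaker transcript had a log2 fold change of -0.45 (adjusted p = 0.606), and the mean of both one of -1.01 (adjusted p = 0.152), which did not pass. Nppa, atrial natriuretic peptide, fell by 0.68 (adjusted p = 0.0305). Nppb, B-type natriuretic peptide, had a log2 fold change of -0.62 (adjusted p = 0.0679) and Acta1, skeletal alpha-actin, one of 0.51 (adjusted p = 0.101), and neither passed the test. The adjusted p of Myh7 was 0.0505 to 0.0667 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3, and that of Nppa was 0.0878 to 0.12 with any single array other than 13-day-old replicate 3 left out. Nppa also belongs to a list of atrial markers, of which 2 of 10 fell, and all 10 were highest on replicate 2 among the 2-day-old arrays. Among the 13-day-old arrays, 9 of the 10, Nppa among them, were highest on replicate 3.

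**Figure D8:**
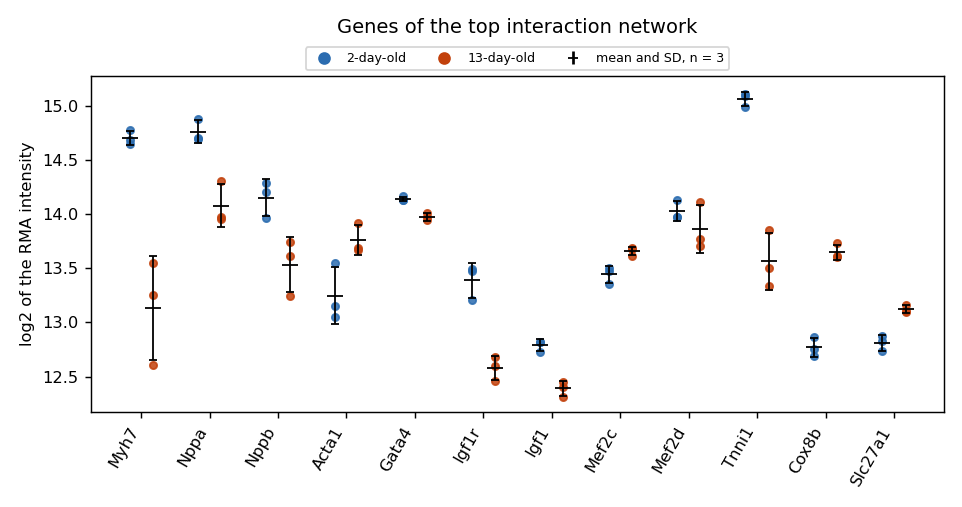
Log2 intensities of 12 genes of the top interaction network on each array, blue for 2-day-old and orange for 13-day-old hearts, with bars for the mean and SD (n = 3). Myh7 (-1.57) and Tnni1 show the widest gaps between the ages.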

More importantly, GATA4 and IGF1R have the highest outdegree, with GATA4 directly regulating all of the four central nodes mentioned above. Both of these crucial genes have previously been reported to play an important role in cardiomyocyte proliferation and regeneration [16–24]. 

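The transcripts of Gata4, a transcription factor of the early heart, did not move alike. The brightest, on chromosome 14 from 63817751 to 63864097, went from 14.14 ± 0.02 to 13.98 ± 0.04 on the log2 scale (SD, n = 3 arrays per age), a log2 fold change of -0.17 (standard error 0.09, adjusted p = 0.253 from limma). A second transcript, from 63859372 to 63890529 on the same chromosome, went from 10.64 ± 0.10 to 8.32 ± 0.30 (SD, n = 3) and fell by 2.33 (adjusted p = 0.0016). Igf1r, the receptor of insulin-like growth factor 1, on chromosome 7 from 75293456 to 75378553, fell on the brighter of its 2 transcripts by 0.81 (standard error 0.13, adjusted p = 0.014). Its adjusted p was 0.057 to 0.0731 without 13-day-old replicate 1, or 2-day-old replicate 2 or 3. The weaker transcript had a log2 fold change of -0.35 (adjusted p = 0.612) and the mean of both one of -0.58 (adjusted p = 0.216), and neither passed. The brightest transcript of its ligand, Igf1, had a log2 fold change of -0.40 (adjusted p = 0.0465), a change of 1.32-fold, and 1 of its 4 transcripts fell by 0.86 (adjusted p = 0.0101). Of 23 measured genes of IGF signalling, 11 fell, 1 rose and 11 did not pass the test (12 and 2 when adjusted over the list alone). The median of that list was -0.60 ± 0.10, with a camera adjusted p of 7.02e-05 (adjusted p = 0.217 with an estimated correlation), and the number of falling genes was between 6 and 7 without 13-day-old replicate 1 or 2, or 2-day-old replicate 1 or 2.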

Based on our analysis, we envisage that activation of pathways such as the IGF1 signaling pathway or up-regulation of the key regulator GATA4 may induce cell cycle re-entry and facilitate cardiac repair.

### Regulators effect network generated from Ingenuity Pathways Analysis

Regulator Effect network, which integrates the upstream regulator results with the downstream effects results, was used to generate a cause-and-effect hypothesis **(Fig 8**). The analysis could explain how upstream regulators may cause particular phenotypic and functional outcomes downstream. This network analysis predicated several novel regulators, which includes TASP1, TOB1, C1orf61, AIF1, ROCK1, TFF2 and miR503-5p that may be acting on the 13-day-old heart. These interactions could inhibit cardiomyocyte proliferation and G1/S phase transition by targeting the relevant cell cycle genes in our dataset.

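Most genes in the middle tier of Fig. 8 fell, while 4 of the 5 measured regulators did not pass the test. Of the 13 measured dataset genes, 12 fell, 0 rose and 1 did not pass (13 fell when adjusted over the list alone). The study chose them on these arrays, so the count is not independent evidence. Cdt1, a licensing factor of replication origins, lies on chromosome 8 from 125091914 to 125097030 and went from 12.06 ± 0.14 to 10.46 ± 0.23 (SD, n = 3), a log2 fold change of -1.60 (adjusted p = 0.00319 from limma). Vcam1, a cell adhesion molecule, fell by 1.23 (adjusted p = 0.00158). Ccnf, a cyclin that acts in a ubiquitin ligase, had a log2 fold change of -0.73 (adjusted p = 0.0563).

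Of the regulators, 1 rose, 0 fell and 4 did not pass, the same numbers as when adjusted over the list alone. Aif1, a calcium-binding protein that is also a macrophage marker, rose by 0.86 (adjusted p = 0.024), with an adjusted p of 0.0614 to 0.0897 with any single array other than 13-day-old replicate 3 left out. The log2 fold change was -0.03 for Tasp1, a protease (adjusted p = 0.912), -0.05 for Tob1, an antiproliferative protein (adjusted p = 0.749), 0.28 for the kinase Rock1 (adjusted p = 0.105) and -0.90 for Tff2, a trefoil peptide (adjusted p = 0.306). Tff2 was dim, at 4.54 ± 0.70 in 2-day-old hearts (log2, SD, n = 3).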

**Fig 8:**
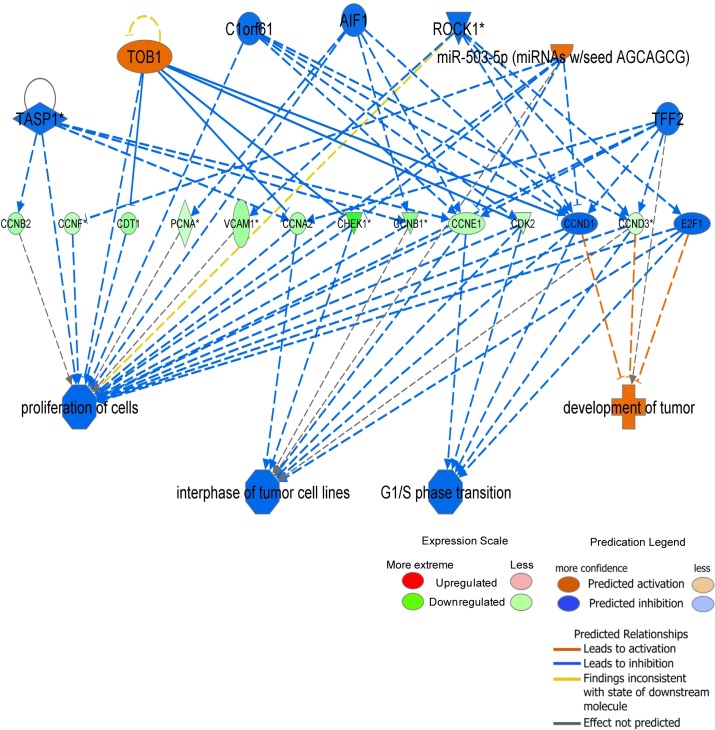
Regulator effects network generated from Ingenuity Pathways Analysis. Upstream regulators are displayed in the top tier, while diseases, functions and phenotypes are displayed in the bottom tier. The dataset genes that connect the upper regulators and the lower diseases and functions are displayed in the middle tier. The causal consistency relationships are represented with orange and blue lines, while the inconsistent relationships are represented as yellow line. Note that some of the dataset genes displayed in the middle tier may have been predicted to be activated or inhibited by upstream regulators, and under such situation is colored orange or blue, respectively (for example CCND1 and E2F1 in the network).

### Validation of gene expression by RT-qPCR Assay

We selected representative differentially expressed genes from our microarray analysis for validation by RT-qPCR. 

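Of the 10 genes measured by RT-qPCR as examples of large changes, 5 fell and 5 rose on the arrays. Igf2bp1, an RNA-binding protein, lies on chromosome 11 from 95824451 to 95867241 and fell from 12.72 ± 0.11 to 8.04 ± 0.22 on the log2 scale (SD, n = 3 arrays per age), a log2 fold change of -4.69 (standard error 0.15, adjusted p = 0.000251 from limma). The transcription factors Hif3a and Hand1 fell by 4.60 and 4.57, and the myosin Myo3b fell by 3.67 (adjusted p = 0.00107, 0.000391 and 0.00111). Ranked by log2 fold change among the 1422 genes that fell, Bmp10 was number 1, Igf2bp1 4, Hif3a 6, Hand1 7 and Myo3b 14. The other 2 transcripts of Myo3b were dim, with means between 3.23 and 4.29, and did not pass the test. The paper's text does not name Myo3b among the genes that RT-qPCR found significantly lower.

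On the rising side, Art1, an ADP-ribosyltransferase of muscle, rose, as did Itgb6, an integrin subunit, by 3.97, Rxrg, a retinoid receptor, by 3.61, and Hmcn2, a matrix protein, by 3.58 (adjusted p = 0.000391, 0.000251, 0.000251 and 0.00193). Their ranks among the 1398 genes that rose were 6, 10, 18 and 20, and Mapt was number 1. Tnni1, the slow skeletal troponin I that the fetal heart expresses, fell by 1.50 (adjusted p = 0.00407). Mef2d had a log2 fold change of -0.17 on its brightest transcript (adjusted p = 0.464), and 1 of its 5 transcripts rose by 0.84 (adjusted p = 0.0194). Of 26 measured genes among those for which the paper gives RT-qPCR primers or results, 14 fell, 6 rose and 6 did not pass the test, the same numbers as when adjusted over the list alone. Apart from the progenitor markers, they were chosen from these arrays, so the count is not independent evidence. Among those that did not pass were the progenitor markers Kit (-0.03, adjusted p = 0.895) and Isl1 (-0.39, adjusted p = 0.191). By RT-qPCR, the paper reports both as down-regulated at day 13.

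**Figure D9:**
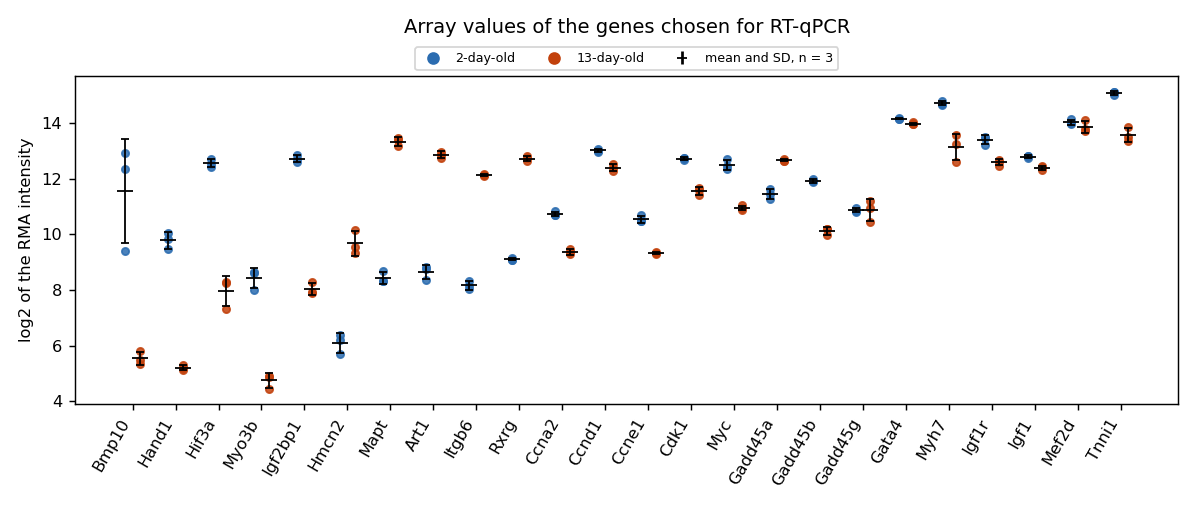
Log2 intensities on the arrays of 24 genes chosen for RT-qPCR, blue for 2-day-old and orange for 13-day-old hearts, with bars for the mean and SD (n = 3). Bmp10 spreads most in 2-day-old hearts, and Mapt shows the largest rise among the 24 genes drawn.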

The genes included: (1) CycA, CycD, CycE, CDK1, c-Myc and GADD45 which are key components of the cell cycle pathway; (2) GATA4, MYH7, IGF1R, IGF1, MEF2D and TNNI in the top IPA network (on account of their degree of relevance in the network or reported functions in cardiomyocyte proliferation and regeneration); (3) BMP10, Hand1, Hif3a, Myo3b and IGF2bp1 which are among the top 20 down-regulated genes (based on their established roles in cardiogenesis) and (4) Hmcn2, Mapt, Art1, Itgb6 and Rxrg in the top 20 up-regulated gene list (selected because these are novel genes in postnatal heart development). For cell cycle pathway-associated genes, RT-qPCR assays revealed that CycA, CycD, CycE, CDK1 and c-Myc expressions were significantly down-regulated in 13-day-old hearts compared with expression in 2-day-old hearts. As expected from the microarray data, GADD45 was significantly up-regulated **(Fig 9)**. For selected genes from the top IPA network, the RT-qPCR showed GATA4, MYH7, IGF1R, IGF1, and TNNI expressions were significant down-regulated in 13- versus 2-day-old hearts. Furthermore, BMP10, Hand1, Hif3a and IGF2bp1 expressions were also significantly down-regulated, while Hmcn2, Mapt, Art1, Itgb6, and Rxrg expressions were significantly up-regulated in 13- versus 2-day-old hearts **(Fig 9)**.

**Fig 9:**
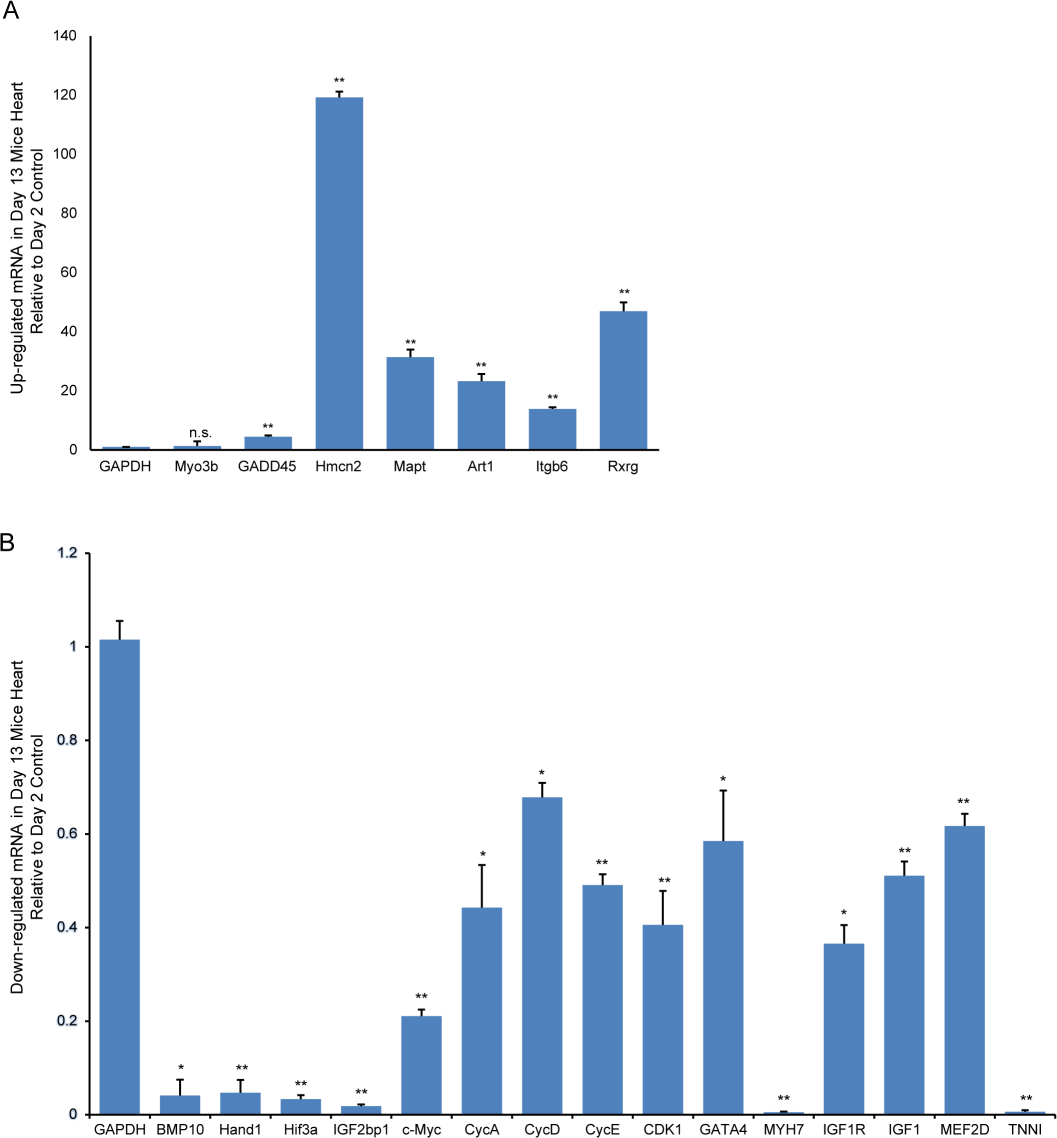
RT-qPCR validation of representative differentially expressed genes. Up- (A) and down-regulated (B) in 13-day-old versus 2-day-old mouse hearts. Relative expression values are presented as means ± SD. Significantly different: *P<0.05, **P<0.01, No significance: n.s.

## Discussion

The mammalian heart possesses remarkable regenerative capacity for several days after birth. It then rapidly loses this regenerative ability when the majority of cardiomyocytes “permanently” exit from the cell cycle [25–29]. This exit is accompanied by the cardiomyocytes increasing their cell size via hypertrophy so that the overall mass and size of the heart could increase [30]. Presently, we have demonstrated that the cardiomyocytes undergo dramatic changes, in terms of their ability to proliferate and mature, between day 2 and day 13 of postnatal heart development. During this critical period, our immunofluorescent staining results revealed that cardiomyocyte proliferation steadily declines while cardiomyocyte maturation increases. To elucidate the molecular events and understand the changes that occur during this key period, we performed microarray to generate the transcriptomes for 2- and 13-day-old mouse hearts. We performed Functional annotation, Gene ontology, KEGG pathway and Gene Set enrichment analyses on the two sets of microarray data generated. The analyses revealed that “cell cycle” and “DNA replication” were featured the most prominently annotations amongst the down-regulated genes. This finding collaborates with our immunohistological observations that majority of the cardiomyocytes exit the cell cycle in the 13-day-old heart. These results are highly consistent with findings that we and other have previously reported [5, 31, 32].

Another interesting finding is the prominence of the immune-related GO categories for enrichment of the up-regulated genes. This may be explained by the fact that a newborn mouse has to transit from a sterile intrauterine to an external environment, which is a major pathological event. This event may trigger a stronger role for the immune system so that cardiomyocytes can face the challenges presented by the external environment [33]. 

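Macrophage, B cell and T and NK cell markers shifted up, and neutrophil markers shifted down. None of these lists passed camera's threshold with an estimated correlation. Of 25 measured macrophage markers, 16 rose, 0 fell and 9 did not pass the test (18 and 2 when adjusted over the list alone). Their median log2 fold change was 0.79 ± 0.11 (SD over the 9 pairs of arrays), with a camera adjusted p of 1.32e-07 (adjusted p = 0.2 with an estimated correlation). Retnla, a secreted protein of resident macrophages, on chromosome 16 from 48842903 to 48844574, went from 3.27 ± 0.14 to 6.29 ± 0.53 (SD, n = 3), where its 2-day-old values lay at the level of the random-sequence probes (adjusted p = 0.00283 from limma). Cbr2 rose by 2.92 and Fcrls by 1.81 (adjusted p = 0.00126 and 0.00132).

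Of 16 measured B cell markers, 8 rose, 0 fell and 8 did not pass (12 rose when adjusted over the list alone), with a median of 1.54 ± 0.24. Camera's adjusted p was 1.05e-07 (adjusted p = 0.0702 with an estimated correlation). Ighm, the heavy chain of IgM, rose by 3.11 (adjusted p = 0.000434). Of 30 measured T and NK cell markers, 9 rose, 1 fell and 20 did not pass (11 and 1 when adjusted over the list alone), with a median of 0.49 ± 0.21. Camera's adjusted p was 0.000138 (adjusted p = 0.217 with an estimated correlation). Cd2, an adhesion molecule of these cells, rose by 2.88 (adjusted p = 0.00414).

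Neutrophil markers went the other way. Of 17 measured, 9 fell, 0 rose and 8 did not pass (11 fell when adjusted over the list alone), with a median of -0.82 ± 0.26. Camera's adjusted p was 9.2e-07 (adjusted p = 0.172 with an estimated correlation). S100a8, an abundant neutrophil protein, fell by 1.38 and Retnlg by 1.42 (adjusted p = 0.0256 and 0.00972). The adjusted p of S100a8 was 0.0739 to 0.104 without 2-day-old replicate 1, 2 or 3, and that of Retnlg was 0.0514 without 2-day-old replicate 2. Of the 11 measured mast cell markers, 0 passed limma's test, 0 did so when adjusted over the list alone or with the methods' test, and 4 had an unadjusted p under 0.05. They had a median of -0.56 ± 0.55 and a camera adjusted p of 0.408, which was 0.0193 without 2-day-old replicate 3, where 3 markers fell. Thymus markers had a median of 0.24 ± 0.09 and a camera adjusted p of 0.317. Of 10 measured, 0 rose, 1 fell and 9 did not pass (1 fell when adjusted over the list alone). The number of rising macrophage markers was 10 without 2-day-old replicate 1, and that of rising T and NK cell markers was 5 without 13-day-old replicate 1. The number of falling neutrophil markers was between 0 and 5 with any single array other than 13-day-old replicate 3 left out.

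**Figure D10:**
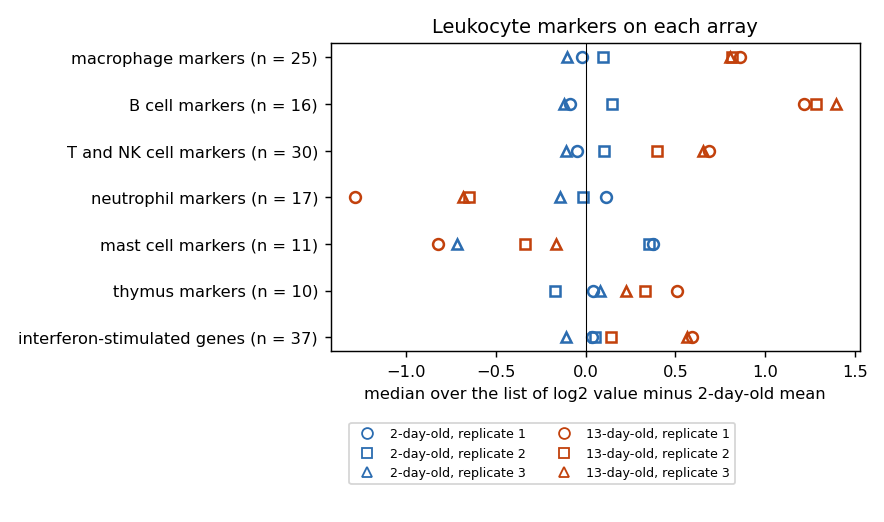
Median over each list of the log2 value minus the 2-day-old mean of the same gene, on each of the 6 arrays, with the number of measured genes beside the list's name. Neutrophil markers lie at -1.29, -0.65 and -0.68 on 13-day-old replicates 1 to 3, left of every 2-day-old array.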

Alternatively, the immune system may crosstalk with pathways that regulate cell proliferation to control cardiomyocyte growth and differentiation. We have identified several important gene targets that can be seen as key players in regulating cardiac proliferation and differentiation. 

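On the arrays Ccna2, the cyclin A of somatic cells, lies on chromosome 3 from 36463793 to 36470866 and went from 10.74 ± 0.07 in 2-day-old to 9.37 ± 0.10 in 13-day-old hearts (log2, SD, n = 3 arrays per age). This is a log2 fold change of -1.37 (standard error 0.10, adjusted p = 0.00164 from limma), and Ccna2 passed the test in all 6 fits that left out 1 array. Of the 122 measured genes of the cell cycle list, it ranked number 3 by p, after Gadd45b and Ccnb1. By the size of the fall it ranked number 16.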

In the cell cycle pathway, cyclin A was one of the genes identified as most significantly down-regulated. Normally, cyclin A forms a complex with its cyclin-dependent kinase partners to mediate in both the G1—S and G2—M transitions of the cell cycle. This gene is normally silenced in mammalian cardiomyocytes shortly after birth. Therefore, re-initiating the expression of this gene may be a crucial step in re-establishing the proliferative ability of cardiomyocytes [34, 35].

One important finding from the IPA analysis is the identification of GATA4 and MEF2C in the top network. It has been reported that these genes can elicit cardiomyocyte regeneration *in vivo* following myocardial infarction, induced by ligation of the left anterior descending artery [36, 37]. 

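No transcript of Mef2c, a transcription factor of heart and skeletal muscle, passed the test. Its brightest transcript, on chromosome 13 from 83764759 to 83804065, went from 13.44 ± 0.08 to 13.66 ± 0.04 on the log2 scale (SD, n = 3 arrays per age), a log2 fold change of 0.21 (standard error 0.10, adjusted p = 0.194 from limma). The log2 fold changes of its 4 transcripts lay between 0.17 and 0.32. A p that misses the threshold does not show that the levels were equal. Of 35 measured cardiac transcription factors, 7 fell, 1 rose and 27 did not pass (9 and 2 when adjusted over the list alone). The median of that list was -0.27 ± 0.07, with a camera adjusted p of 0.000313 (adjusted p = 0.33 with an estimated correlation). Tbx18, a factor of the epicardium, fell by 1.67 (adjusted p = 0.00766). Falling factors numbered 4 without 13-day-old replicate 1 or 2, or 2-day-old replicate 1 or 2.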

In related experiments, cardiac fibroblasts at the infarct site have been transfected with retroviruses carrying Gata4, Mef2c and Tbx5. These transfected fibroblasts directly transdifferentiated into functional cardiac-like myocytes, leading to a reduction in the infarct size, improved cardiac function and a reduction of adverse effect from ventricular remodeling for up to 3 months. The newly-formed cardiomyocytes were established around the borders of the infarct site. Furthermore, both studies also revealed that this direct reprogramming of the cardiac fibroblasts was significantly more efficient *in vivo* than under *in vitro* tissue culture conditions. However, these claims have been recently contradicted [38]. It was reported that Gata4, Mef2c and Tbx5 overexpression in cardiac fibroblasts was inefficient at inducing the molecular signature and electrophysiological activities associated with mature cardiomyocytes.

O'Meara et al [39] have profiled the global gene expression patterns of mouse cardiomyocytes during differentiation. They examined the cardiomyocytes on postnatal day 0, 4, 7 and weeks 8–10 to identify genes and gene networks that change dynamically during the differentiation processes. They suggested that cardiac regeneration involves a transcriptional reversion of the cardiomyocyte differentiation process. Furthermore, Giudice et al. [40]showed that extensive transcriptional changes and alternative splicing occurred in the heart between postnatal day 1 and 28. They demonstrated that alternative splicing played a role in vesicular trafficking and intracellular membrane organization. Their findings are consistent with our current data from the gene ontology enrichment analysis. Our reliance on a bioinformatics approach in the current study cannot directly verify the functional relevance of the key genes and regulators that we have identified. For functional follow-up study in the future, we will deliver and over-express adeno-associated virus carrying Gata4, Myh7, TNNI, Hand1, Hif3a and Cyclin A genes into cardiac fibroblasts that occupy the heart infract site. This could be combined with local administration of IGF1 and BMP10 to enhance cardiac regeneration, based on the findings from our results. Theoretically, over-expression of these factors might be able to promote the proliferation of adult cardiomyocytes and also directly reprogram cardiac fibroblasts into new cardiomyocytes.

## Supporting Information

S1 Table Primers of Genes Selected for Validation with RT-qPCR.

S2 Table Differentially Expressed Gene List for 13- versus 2-day-old Hearts.

S3 Tables A, B: Down- and up-regulated Gene Ontology Categories.

S4 Table KEGG Pathways.

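The table ranks KEGG pathways, which are hand-drawn maps of reactions and interactions, by how many of their genes are among the differentially expressed ones. Its p-value compares that number with what a random draw of genes of the same size would give. A small p-value therefore says that a pathway's genes are frequent among the differing genes, and it does not say whether they rose or fell. The one carbon pool by folate, which feeds the synthesis of nucleotides, is one of the pathways listed there. Of its 18 measured genes, 7 fell, 0 rose and 11 did not pass the test (7 fell when adjusted over the list alone). The median log2 fold change was -0.44 ± 0.06 (SD over the 9 pairs of arrays), with a camera adjusted p of 7.76e-06 (adjusted p = 0.0527 with an estimated correlation). Shmt1, a serine hydroxymethyltransferase, fell by 1.83 (adjusted p = 0.00223 from limma), and the number of falling genes was between 2 and 4 with any single array other than 13-day-old replicate 3 left out.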

S5 Table Gene Set Enrichment Analysis Report.

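The report lists gene sets in the order of their normalized enrichment score. An enrichment score is the largest departure from 0 of a running sum that steps up at each member of a set and down at each other gene, along a ranking of all genes. The normalized score divides it by the mean score of permuted sets of the same size, so that sets of different sizes can be compared. A negative score places a set among the genes that are lower in 13-day-old hearts. The false discovery rate q-value estimates how often a score as extreme would be a false positive among all the sets tested.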

S6 Table Interaction Network from IPA.

How the deposited data were processed for this re-analysis (not part of the article)

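RNA from the hearts of 2-day-old and 13-day-old mice was read on 6 arrays, 3 per age. The authors hybridised Cy3-labelled cDNA to NimbleGen one-colour arrays and scanned them. Per their methods and the file headers, the authors made the intensity values with the DEVA software, which adjusted background, quantile normalized across arrays and summarised probes to transcripts by median polish (RMA) before deposit. The values are on the linear scale. No step before this one can be repeated from the files, so background correction was not varied. All arrays came from 1 slide, so slide was not used as a block. A feature of 5000 random-sequence probes was left out of the tests.

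The log2 of each intensity was taken, and the ages were compared transcript by transcript with limma (lmFit and eBayes, without trend or robust options), two-sided. Adjusted p-values given for transcripts and genes come from limma unless another test is named. A transcript was called at an adjusted p under 0.05 (Benjamini-Hochberg) and a fold change of at least 1.5. The number of arrays limits the precision, and the smallest two-sided p that an exact permutation test of 3 arrays against 3 can give is 0.1, so no permutation p is given for single genes. The authors' own test, a one-way ANOVA per transcript, is called the methods' test and was run as an alternative.

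Gene lists for pathways, cell types and other tissues, 50 in all, were written from general knowledge, apart from 4 whose genes the paper itself picked (IPA network 1, the tiers of Fig. 8 and the RT-qPCR genes). Of their 1514 genes, 1435 were found on the array, 7 of them by a synonym. The genes Nkx2-5, Plk1, Hand2, Actb and Rag1 and the microRNA Mir503 were not analysed here. Each gene was represented by its transcript with the highest mean log2 value. For 46 lists, camera tested whether members shifted relative to all other genes, with a preset correlation of 0.01, and beside it with a correlation estimated from the residuals of each list. Enrichment of called genes used Fisher's exact test, one-sided, over 24171 genes and 92 tests. That test treats the genes of a list as independent and takes no account of how bright they are. The gene set enrichment score was a weighted running sum over genes ranked by the ordinary t statistic, normalized over 1000 permutations of the gene set.

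Genes were named in the text by a rule. It takes every gene that the paper names in its results or draws in Figs 5, 7, 8 or 9, the 10 largest rises and the 10 largest falls among called genes whose ages did not overlap, and up to 4 called members per list. This gave 322 genes, of which 206 were called, and values of some had been seen in the paper's figures. Some genes that the rule picks are not reported here. Families whose members may share probes (MHC, haemoglobins, histones and glutathione transferases) are uncertain. The 6 arrays were grouped by age alone.

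Apart from the methods' test without adjustment, each alternative changed 1 choice: the test, the fold threshold, the variance model, array weights, replicate number as a block, median centring, a further quantile normalization, cyclic loess, filters on dim transcripts, the series value table in place of the values of each array, the unit of counting, the transcript that stands for a gene, and each array left out in turn. One alternative, the mean of silent gene families as a covariate, was added later. Where an age was left with 2 arrays, limma pooled the spread over both ages.

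The code was tested on simulated data. The noise of each transcript was drawn independently, with its spread on the real arrays pooled over both ages. Variation that many transcripts of an array share was not simulated, so the counts check the code and give no error rates for these arrays. Of 50 transcripts changed by 1.5-fold, 2-fold, 4-fold and 8-fold, limma called 0, 13, 31 and 37, and the methods' test 1, 8, 14 and 22. Of 43970 unchanged transcripts, limma called 3 and the methods' test 2. On simulated rankings of genes, drawn without array values, the enrichment score passed its threshold for 20 of 20 sets that had been shifted and for 1 of 20 that had not. The work used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib.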

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

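The tests of background and of a rise with age were chosen, and the criterion of the latter widened, only after the result was seen.

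Xist, the RNA that silences an X chromosome in female cells, and mRNA of the Y chromosome were read on the same array in 2 samples, a signal in genes that the paper does not discuss. On 2-day-old replicate 1 the log2 value of Xist was 12.33 and the mean of Ddx3y, Eif2s3y, Kdm5d and Uty was 10.59. On 2-day-old replicate 3 they were 12.9 and 10.1. These values argue against 1 animal of 1 sex as the source of either sample. On 13-day-old replicate 1, Xist was 12.73 and the Y-linked genes lay between 2.43 and 2.87. On the other 3 arrays, Xist lay between 5.27 and 6.42 and the Y-linked genes between 9.65 and 12.76. Of these 5 genes, 0 passed limma's test, 0 passed the methods' test and 0 had an unadjusted p under 0.05.

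Families of genes that the heart is not known to express were brighter on 13-day-old replicates 1 and 2 than on replicate 3, a signal outside the genes that the paper discusses. They comprise olfactory, vomeronasal and trace amine receptors, oocyte homeobox genes, major urinary proteins, alpha-defensins and further families of the germ line. Over 1169 transcripts, the median log2 value on 13-day-old replicate 1 exceeded that on replicate 3 by 1.158, and replicate 2 exceeded it by 0.883. Of these transcripts, 19 were called higher and 2 lower with all arrays. Without 13-day-old replicate 3, 510 were called higher, and with array weights, which gave that array a weight of 0.2195, 596 were.

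A higher unspecific background on the 2 bright arrays would raise the random-sequence feature. In the deposited values that feature differed from replicate 3 by -0.621 on replicate 1 and -0.562 on replicate 2 on the log2 scale (SD among the 2-day-old arrays 0.134). These values had already been adjusted for background and quantile normalized, so they cannot decide on the background before those steps. Genomic DNA in the labelled material stays open: of 12 silent Y-linked transcripts, the median was higher by 0.617 (standard error 0.194) on 13-day-old replicate 2, which carried Y-linked mRNA, than on replicate 1, which did not, as genomic DNA would need. The same transcripts differed by 0.09 (standard error 0.313) between replicates 2 and 3, which leaves genomic DNA and other explanations that cannot be told apart. A rise in expression with age alone would not set arrays of 1 age apart by 1.158, and by the criterion first written, the -0.345 of replicate 3 relative to the brightest 2-day-old array had excluded it. Because that rests on 1 array, the criterion was widened, and a rise with age beside another cause cannot be told apart from these, since replicates 1 and 2 lay above every 2-day-old array.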

How the results depend on the processing

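The silent-family covariate was chosen only after the data were seen. The medians of the 28 lists past camera's threshold and both enrichment scores kept their sign under every alternative run. Of the other lists, 7 did not: ketone body metabolism, fatty acid oxidation, IPA network 1, and markers of adipocytes, Schwann cells, lung and fast skeletal muscle. The counts of transcripts were 3204 with the methods' test, 1119 with limma's test against a fold of 1.5, 12014 with array weights, 2861 with 1 transcript per gene and 2724 at a fold of at least 2. The higher ones numbered 596 against a fold of 1.5, 5835 with array weights, 1419 per gene and 1258 at a fold of 2. The lower ones numbered 1497 with the methods' test, 523 against a fold of 1.5, 6179 with array weights, 1442 per gene, 1531 with the covariate and 1466 at a fold of 2. With replicate number as a block the counts were 1949, of which 1022 were higher and 927 lower. Nothing shows that equal numbers pair the samples: correlations of their deviations were 0.443, -0.338 and 0.067, against -0.417 to 0.44 for unequal numbers. With 3 arrays per age these correlations constrain one another, so they cannot settle it. Leaving out 1 array gave 2000 to 11243 transcripts, 1097 to 5324 higher and 903 to 5919 lower. The highest values came without 13-day-old replicate 3 and the lowest without 2-day-old replicate 2. Counting fewer units explains the count per gene, and the threshold that at a fold of 2. For the others the cause was not tested.

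Counts under trend and robust options, median centring, a further quantile normalization, cyclic loess, either filter on dim transcripts, the series table and no fold threshold stayed within 1.5 times those reported, as did the total and the higher count with the covariate and the higher count with the methods' test, adjusted. Background correction was not varied, since the files hold no unnormalised probe values. Other splits of the 6 arrays into 3 and 3 are too few to exclude chance. For the transcripts differing, 1 of the 10 splits gave as many, the real one with 4982, against 2 at most in the others. For transcripts higher (2374 against 2) and lower (2608 against 2) it was also 1 of 10.

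In the clustering, 0 arrays lay on the side of the other age with correlation as the distance, on differing transcripts alone and on transcripts above the median in mean signal, against 1 otherwise. The cause was not tested. Of 46 lists, 28 passed camera's threshold with the preset correlation and 0 with an estimated one, where the lowest adjusted p was 0.0511. Some estimates lay below the preset 0.01: -0.017 for imprinted growth genes, -0.039 for the one carbon pool and -0.019 for mature cardiomyocyte genes. Camera's unadjusted p for these still rose, from 2.04e-11, 2.19e-06 and 1.03e-06 to 0.00167, 0.00687 and 0.00445. The loss of calls with this option is thus not due to correlation within the lists alone. An estimated correlation leaves each list's median as it is. It gave adjusted p = 0.0689 for the cell cycle (median -0.368), 0.0992 for DNA replication (-0.687), 0.0511 for chromosome segregation (-1.107), 0.0527 for DNA repair (-0.452) and 0.0511 for cholesterol synthesis (-1.069). It gave 0.284 for fatty acid synthesis (-0.111), 0.157 for antigen presentation (0.49), 0.157 for cytokines (0.306) and 0.284 for innate immunity (0.321).

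Fatty acid synthesis lost its call also without genes in the lower range of mean signal (-0.111, adjusted p = 0.108). Left-out arrays gave medians from -0.122 to -0.058, the latter without 13-day-old replicate 2 (adjusted p = 0.0748, where its alternatives ran from 0.0142 to 0.284). Among other lists, fibroblast markers lost their call without 13-day-old replicate 3 (median 0.185, adjusted p = 0.0755, alternatives 0.000216 to 0.489) and atrial markers without dim genes (-0.681, adjusted p = 0.0649, alternatives 8.14e-05 to 0.489). Erythroid markers gained one without dim genes (0.224, adjusted p = 0.019) and without 2-day-old replicate 1 (0.26, adjusted p = 0.035, alternatives 0.019 to 0.632). Schwann cell markers gained one without dim genes (0.896, adjusted p = 0.00435, alternatives 0.00435 to 0.922), and mast cell markers without 2-day-old replicate 3 (adjusted p = 0.0193, alternatives 0.0193 to 0.748). Counts of 0 or 1 members that moved by at most 2 when 1 array was left out, 21 in all, are not listed elsewhere. Centring, quantile normalization, cyclic loess, the mean of a gene's transcripts and the block changed 0 of 46 lists.

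Of 206 called named genes, 31 lost their call with the methods' test, 61 with the block, 5 with cyclic loess, 2 with centring, 2 with quantile normalization and 8 with the mean of a gene's transcripts. Left-out arrays took 46 and 44 calls without 13-day-old replicates 1 and 2, and 48, 63 and 52 without 2-day-old replicates 1, 2 and 3. Without 13-day-old replicate 3, 0 calls were lost and 14 gained. Beside these, 1 called gene reversed and so lost its call too: Chek2 went to -0.092 (adjusted p = 0.842, alternatives 0.0205 to 0.842) with the mean of its transcripts.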

Differences from the paper's values

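Settings named here were set before the data were examined, except where a sentence says otherwise. At the paper's thresholds, the paper reports 3273 differentially expressed transcripts, and 4982 were found here. With the methods' test, which is the test that the paper's methods state, it was 3204, the closest to the paper's of all settings run. The use of limma in place of that test is therefore enough to give most of this difference. The count also differed by less than 1.5 times from the paper's with transcripts in the lower range of mean signal left out (3808) and with 1 transcript per gene (2861). It did so too at a fold of at least 2 (2724), and without 13-day-old replicate 1 (2636) or 2 (2781), or 2-day-old replicate 1 (2570) or 3 (2292). With a further quantile normalization it was 4903, which is also within 1.5 times. The silent-family covariate, chosen after seeing the values, gave 3476 and dropped 1943 of the 4982, and 9 of the 58 genes that have the paper's direction here. The count stayed further off with limma's test against a fold of 1.5, trend and robust options, array weights, the replicate block, median centring, cyclic loess, the lowest 25% of mean signal left out, the series table and no fold threshold. That was so too without 13-day-old replicate 3 or 2-day-old replicate 2, and with the methods' test unadjusted.

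The paper reports 1505 down-regulated transcripts, and 2608 were found here. The methods' test gave 1497, a filter on the lower range of mean signal 2040, 1 transcript per gene 1442 and a fold of at least 2 gave 1466, all within 1.5 times. So did leaving out 13-day-old replicate 1 (1196) or 2 (1312), or 2-day-old replicate 1 (1241) or 3 (1083), and the covariate chosen after seeing the values (1531). With the other settings, among them a further quantile normalization (2486), the count stayed further off. The count of up-regulated transcripts did not differ by the same measure.

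For the cell cycle set, the paper's normalized enrichment score is -1.97476, and that found here is -2.65. For DNA replication the paper's is -1.84043, and that found here is -2.52. The paper's sets hold 110 and 35 genes and are not the same as the lists used here. The scores also differed with the moderated t statistic or the log2 fold change as the metric, with the mean of a gene's transcripts and without any single array.

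The paper's results state that clustering on all genes clearly separated the ages, and its methods name the differentially expressed genes as the input. Here, on all transcripts, 13-day-old replicate 3 clustered with the 2-day-old arrays with average linkage, complete linkage, Ward's method and values without standardising. The ages separated on differing transcripts alone, the input that the methods name, so the difference holds for the input that the results name. They also separated with correlation as the distance and on transcripts above the median in mean signal.

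Fig. 5 colours boxes, many of which stand for more than 1 gene. Of the 35 boxes coloured as lower, counting each label once, 30 held at least 1 gene that fell, and TGFβ, Kip1,2, Myt1, Cdc20 and Stag1,2 held none. Spread by hand over single genes, which the figure does not show, these boxes gave 34 that fell, 15 that did not pass and 1 that rose. That one, Chek2, shares the box Chk1,2 with Chek1, which fell by 2.45. Its brightest transcript rose by 0.85 (adjusted p = 0.0186), and the mean of its 2 transcripts was -0.09 (adjusted p = 0.842). The text lists p27 and p57 among the inhibited genes, and Cdkn1b and Cdkn1c had log2 fold changes of -0.24 and -0.38. Cdkn1c fell with the mean of its transcripts (-0.60, adjusted p = 0.0117, alternatives 0.00997 to 0.153). That setting also called Cdc20 (-0.81, adjusted p = 0.033, alternatives 0.033 to 0.205), and 1 transcript each of Cdkn1c, Cdc20, Pkmyt1 and Tgfb2 fell. Ccna1, Stag1 and Stag2 fell without 13-day-old replicate 3 (adjusted p = 0.0116, 0.0155 and 0.00326), among alternatives that reached 0.267, 0.223 and 0.186. Of the 3 boxes coloured as higher, GADD45 and 14-3-3σ held a gene that rose, and DP-1,2 held none. The figure colours GADD45 as a family: Gadd45a rose by 1.20, Gadd45b fell by 1.81 and Gadd45g had a log2 fold change of 0.00. Tfdp1, of the box DP-1,2, had a log2 fold change of -0.66. It was called lower with the mean of its transcripts (-0.60, adjusted p = 0.046) and without 13-day-old replicate 3 (-0.79, adjusted p = 0.014), among alternatives from 0.014 to 0.175.

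Of the genes shown as higher in Fig. 7, 6 rose and 7 did not pass, and of those shown as lower, 6 fell and 3 did not pass. For 6 of the 7, Scp2, Atp5g1, Mef2d, Slc27a1, Scd1 and Lepr, at least 1 transcript rose, and Il1b had none. Each of the 3, Rgs19, Gata4 and Igf1, had at least 1 transcript that fell. The mean of a gene's transcripts called Lepr (1.01, adjusted p = 0.0143), Gata4 (-1.25, adjusted p = 0.00253), Igf1 (-0.60, adjusted p = 0.0144) and Rgs19 (-0.69, adjusted p = 0.0349), and Rgs19 also passed without 13-day-old replicate 3 (-0.76, adjusted p = 0.0132). The alternatives ran from 0.0143 to 0.421 for Lepr, 0.00253 to 0.471 for Gata4, 0.0144 to 0.168 for Igf1 and 0.0132 to 0.189 for Rgs19. The same mean did not call 2 of the 6 that fell, Igf1r (-0.58, adjusted p = 0.216) and Myh7 (-1.01, adjusted p = 0.152), where the alternatives ran from 0.0131 to 0.216 and from 0.00427 to 0.152. Of those shown as not changed, 12 did not pass and 1, Nppa, fell by 0.68 (adjusted p = 0.0305). Nppa did not pass with the methods' test (adjusted p = 0.0544), with the block (adjusted p = 0.101) or with any single array other than 13-day-old replicate 3 left out (adjusted p = 0.0878 to 0.12), among settings whose adjusted p ran from 0.00815 to 0.12. Of the 12, Lep was called higher after a further quantile normalization (adjusted p = 0.0412), with cyclic loess (0.0484), with the mean of a gene's transcripts (0.0493), and without 13-day-old replicate 3 (0.0465) or 2-day-old replicate 1 (0.0377), among alternatives from 0.0377 to 0.155. Flnc had 1 transcript that fell by 0.75 (adjusted p = 0.0277). The text names 5 genes among the largest rises and 5 among the largest falls, and all 10 had that direction here.

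Fig. 8 shows Ccnf among the dataset genes, and its log2 fold change was -0.73 (adjusted p = 0.0563). It passed with the mean of its transcripts (-0.83, adjusted p = 0.0161, alternatives 0.0161 to 0.16). For the progenitor markers c-kit and islet1, the paper's RT-qPCR showed lower expression at day 13. On the arrays, neither Kit nor Isl1 passed the test.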

Other observations

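The tests of explanations for the immune and the cell cycle lists were chosen before their results were seen, and the limit for dim markers after. Imprinted genes, many of which promote fetal growth, shifted down between day 2 and day 13. Of 27 measured imprinted growth genes, 16 fell, 0 rose and 11 did not pass (0 rose and 16 fell when adjusted over the list alone), with a median of -0.68 ± 0.08 and a camera adjusted p of 1.56e-10 (adjusted p = 0.0511 with an estimated correlation). Magel2 fell by 3.47 and Usp29 by 2.99 (adjusted p = 0.000391 and 0.00132). Of 72 measured genes of oxidative phosphorylation, 5 rose, 0 fell and 67 did not pass (5 rose and 0 fell when adjusted over the list alone), with a median of 0.16 ± 0.05 and a camera adjusted p of 1.23e-05 (adjusted p = 0.434 with an estimated correlation). Cox7a1, the heart and muscle form of a cytochrome oxidase subunit, rose by 0.79 (adjusted p = 0.012, but 0.0538 to 0.0607 without 13-day-old replicate 1, or 2-day-old replicate 1, 2 or 3). Of 25 measured glycolytic genes, 3 fell, 2 rose and 20 did not pass (2 rose and 3 fell when adjusted over the list alone), with a median of -0.05 ± 0.05 and a camera adjusted p of 0.251. Eno2, the neuronal enolase, fell by 1.63 and Hk2, a hexokinase of muscle, rose by 1.00 (adjusted p = 0.00307 and 0.00429). Of 37 measured genes of fatty acid oxidation, 3 fell, 1 rose and 33 did not pass (1 rose and 3 fell when adjusted over the list alone), with a median of 0.01 ± 0.04 and a camera adjusted p of 0.855. Their mean was -0.04 and camera's direction was down, so the median and the mean differ in sign, and with cyclic loess the median was -0.01. Cpt1a, which lets fatty acids into mitochondria, fell by 0.59 (adjusted p = 0.0139, but 0.0514 to 0.0766 without 13-day-old replicate 1 or 2, or 2-day-old replicate 2 or 3). Of 16 measured circadian clock genes, 3 rose, 2 fell and 11 did not pass (3 rose and 2 fell when adjusted over the list alone), with a median of 0.35 ± 0.07 and a camera adjusted p of 0.116. Npas2, a clock transcription factor, fell by 0.75 (adjusted p = 0.0119, but 0.0507 to 0.0603 without 2-day-old replicate 1, 2 or 3). Of 19 measured immediate early genes, 5 rose, 1 fell and 13 did not pass (7 rose and 1 fell when adjusted over the list alone), with a median of 0.56 ± 0.28 and a camera adjusted p of 0.000871 (adjusted p = 0.489 with an estimated correlation). Klf4, a transcription factor that growth factors induce, rose by 1.19 (adjusted p = 0.00251). Relative to the 2-day-old mean, the median of the immediate early genes was 0.24 on 13-day-old replicate 1, against 0.72 and 0.85 on replicates 2 and 3. The number of rising genes of oxidative phosphorylation was between 1 and 2 with any single array other than 13-day-old replicate 3 left out. That of falling genes of fatty acid oxidation was between 0 and 1 without 13-day-old replicate 1 or 2, or 2-day-old replicate 2 or 3, and 5 without 13-day-old replicate 3, that of rising clock genes between 0 and 1 with any single array other than 13-day-old replicate 3 left out, and of falling ones between 0 and 1 with any single array other than 13-day-old replicate 3 left out. That of rising immediate early genes was between 1 and 3 without 13-day-old replicate 2, or 2-day-old replicate 1, 2 or 3, and 9 without 13-day-old replicate 1.

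Among the cell types of the heart wall, markers of vessels shifted up and those of the epicardium down. Of 22 measured endothelial markers, 4 rose, 1 fell and 17 did not pass (4 rose and 1 fell when adjusted over the list alone), with a median of 0.34 ± 0.04 and a camera adjusted p of 0.000307 (adjusted p = 0.0702 with an estimated correlation). Robo4, a receptor of endothelial cells, rose by 0.80 (adjusted p = 0.00659), and Plvap, a protein of fenestrated vessels, fell by 1.77 (adjusted p = 0.00942, but 0.0511 without 2-day-old replicate 2). Of 14 measured markers of smooth muscle and pericytes, 7 rose, 0 fell and 7 did not pass (7 rose and 0 fell when adjusted over the list alone), with a median of 0.54 ± 0.10 and a camera adjusted p of 0.000759 (adjusted p = 0.16 with an estimated correlation). Steap4 rose by 2.04 and Kcnj8, a potassium channel of pericytes, by 1.35 (adjusted p = 0.00206 and 0.00213). Of 23 measured fibroblast markers, 5 rose, 1 fell and 17 did not pass (5 rose and 1 fell when adjusted over the list alone), with a median of 0.34 ± 0.14 and a camera adjusted p of 0.00292 (adjusted p = 0.489 with an estimated correlation). Their median was 0.185 without 13-day-old replicate 3 (adjusted p = 0.0755, where the alternatives ran from 0.000216 to 0.489). Pi16 rose by 2.82 and Mfap5, a protein of elastic microfibrils, by 1.55 (adjusted p = 0.000797 and 0.00132). Of 12 measured epicardial markers, 8 fell, 0 rose and 4 did not pass (0 rose and 9 fell when adjusted over the list alone), with a median of -1.30 ± 0.36 and a camera adjusted p of 2.13e-05 (adjusted p = 0.284 with an estimated correlation). Upk1b fell by 1.97 and Muc16, a mucin of mesothelial cells, by 1.85 (adjusted p = 0.00622 and 0.0046). Of 7 measured lymphatic markers, 1 rose, 0 fell and 6 did not pass (2 rose and 2 fell when adjusted over the list alone), with a median of -0.38 ± 0.12 and a camera adjusted p of 0.332. The one that rose was Fxyd6, a regulator of the sodium pump (1.25, adjusted p = 0.00188). Of 21 measured erythroid markers, 3 rose, 1 fell and 17 did not pass (4 rose and 1 fell when adjusted over the list alone), with a median of 0.14 ± 0.21 and a camera adjusted p of 0.121. Bpgm, an enzyme of red cells, rose by 0.84 (adjusted p = 0.00737), but the mean of its transcripts did not pass (0.41, adjusted p = 0.0911), and Hbb-y, an embryonic haemoglobin whose probes may also read relatives, fell by 1.22 (adjusted p = 0.0226, but 0.0643 to 0.0929 without 13-day-old replicate 1 or 2, or 2-day-old replicate 1 or 2). The number of rising endothelial markers was between 1 and 2 with any single array other than 13-day-old replicate 3 left out, that of falling epicardial markers was 5 without 13-day-old replicate 2, or 2-day-old replicate 1 or 2, and that of rising erythroid markers was 1 without 13-day-old replicate 1, or 2-day-old replicate 2 or 3.

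Of 15 measured adipocyte markers, 2 rose, 0 fell and 13 did not pass (3 rose and 0 fell when adjusted over the list alone), with a median of 0.11 ± 0.16 and a camera adjusted p of 0.403. Both that rose, Pnpla3 and Thrsp, act in lipid synthesis and storage. Of 21 measured Schwann cell and neuronal markers, 4 rose, 1 fell and 16 did not pass (4 rose and 3 fell when adjusted over the list alone), with a median of -0.04 ± 0.43 and a camera adjusted p of 0.543. The mean was 0.29 and camera's direction was up, so they differ in sign from the median, which was 0.02 with cyclic loess. Gfra3, a receptor of nerve growth, rose by 2.57 and Sox10, a factor of Schwann cells, by 2.07 (adjusted p = 0.000733 and 0.00729). Of 15 measured markers of fast skeletal muscle, 3 fell, 1 rose and 11 did not pass (1 rose and 4 fell when adjusted over the list alone), with a median of -0.18 ± 0.17 and a camera adjusted p of 0.316. Mybpc2 rose by 2.25 and Myog fell by 1.71 (adjusted p = 0.00114 and 0.0018). Falling markers of fast muscle numbered 1 without 13-day-old replicate 1, or 2-day-old replicate 1 or 2. Of 17 measured liver markers, 1 rose, 0 fell and 16 did not pass (1 rose and 0 fell when adjusted over the list alone), with a median of 0.38 ± 0.26 and a camera adjusted p of 0.13. Cyp2e1 was the one that rose (1.95, adjusted p = 0.00227), and 6 rose without 13-day-old replicate 3. Of 11 measured lung markers, 0 passed limma's test, 0 did so when adjusted over the list alone or with the methods' test, and 1 had an unadjusted p under 0.05. Their median was 0.08 ± 0.33, their mean -0.03 and camera's direction down (adjusted p = 0.694), with a median of -0.03 after a further quantile normalization. Of 10 measured atrial markers, 2 fell, 0 rose and 8 did not pass (0 rose and 2 fell when adjusted over the list alone), with a median of -0.70 ± 0.40 and a camera adjusted p of 0.00497 (adjusted p = 0.489 with an estimated correlation). Falling atrial markers numbered between 0 and 1 with any single array other than 13-day-old replicate 3 left out, and 5 without 13-day-old replicate 3, and the 13-day-old medians relative to the 2-day-old mean were -0.84, -0.84 and -0.19. On 2-day-old replicate 3, 9 of the 10 had their lowest 2-day-old value, and on 13-day-old replicate 3, 9 had their highest 13-day-old value. Of 47 measured ribosomal protein genes, 0 passed limma's test, 0 did so when adjusted over the list alone or with the methods' test, and 5 had an unadjusted p under 0.05. Camera gave them an adjusted p of 0.000307 (adjusted p = 0.489 with an estimated correlation).

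The lists of antigen presentation, innate immunity and cytokines shifted up with the preset correlation and did not pass with an estimated one (adjusted p = 0.157, 0.284 and 0.157). The neutrophil markers, with a median of -0.823 ± 0.256, argue against more leukocytes of every kind only if expression per cell stayed the same. Of them, 16 of 17 lay above the silent gene families (their median on the brightest array), though only 1 above the median of all genes in 2-day-old hearts. Their list did not pass camera with an estimated correlation (adjusted p = 0.172), and 0 of them were called lower without 2-day-old replicate 2. Thymus tissue carried over with the 13-day-old hearts cannot be told apart. The thymus markers had a median of 0.244 ± 0.091, under the 1.5-fold that the test assumed, but only 3 of 10 lay above the silent gene families. More macrophages in the 13-day-old hearts stays open as a candidate explanation, since the 25 macrophage markers had a median of 0.792 ± 0.113, and the most abundant, Lyz2, went from 12.81 to 13.66. Of these markers, 9 belong to another list as well and 14 lay above the median of all genes in 2-day-old hearts, so the test does not separate more macrophages from higher expression in each.

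The lists of the cell cycle and of DNA replication shifted down, with 37 of 122 and 19 of 35 genes falling, and did not pass with an estimated correlation (adjusted p = 0.0689 and 0.0992). The test of fewer blood-forming cells assumed that erythroid markers would fall as far as the called cell cycle genes (median -1.262). Their median was 0.141 ± 0.21, also above the -0.368 of the whole cell cycle list, whose called members were chosen for their change. The most abundant erythroid markers were haemoglobins, such as Hba-a1 (14.97 in 2-day-old and 15.09 in 13-day-old hearts). Only 9 of the 21 markers lay above the median of all genes in 2-day-old hearts. Such markers do not separate dividing precursors from red cells in blood, so the test cannot exclude fewer precursors. A lower share of every dividing non-muscle cell type would lower the markers of endothelium, of fibroblasts, and of smooth muscle and pericytes. Their medians were 0.34 ± 0.04, 0.342 ± 0.138 and 0.541 ± 0.097, which argues against it only if expression per cell stayed the same. Marker levels cannot show that. Epicardial markers, which were not part of the test, had a median of -1.298 ± 0.359, so a lower share of single cell types is not excluded. A scaling difference left after normalization would lower ribosomal protein genes by as much, and their median was -0.142 ± 0.07. The values had been quantile normalized across arrays before deposit, so this test cannot decide on a scaling difference before that step. A change with age within cardiomyocytes or within single cell types stays open, since the arrays read whole hearts.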
